# Sirtuin 5 levels are limiting in preserving cardiac function and suppressing fibrosis in response to pressure overload

**DOI:** 10.1038/s41598-022-16506-7

**Published:** 2022-07-18

**Authors:** Angela H. Guo, Rachael Baliira, Mary E. Skinner, Surinder Kumar, Anthony Andren, Li Zhang, Robert S. Goldsmith, Shaday Michan, Norma J. Davis, Merissa W. Maccani, Sharlene M. Day, David A. Sinclair, Matthew J. Brody, Costas A. Lyssiotis, Adam B. Stein, David B. Lombard

**Keywords:** Metabolomics, Cardiac hypertrophy, Post-translational modifications, Transcriptomics

## Abstract

Heart failure (HF) is the inability of the heart to pump blood sufficiently to meet the metabolic demands of the body. HF with reduced systolic function is characterized by cardiac hypertrophy, ventricular fibrosis and remodeling, and decreased cardiac contractility, leading to cardiac functional impairment and death. Transverse aortic constriction (TAC) is a well-established model for inducing hypertrophy and HF in rodents. Mice globally deficient in sirtuin 5 (SIRT5), a NAD^+^-dependent deacylase, are hypersensitive to cardiac stress and display increased mortality after TAC. Prior studies assessing SIRT5 functions in the heart have all employed loss-of-function approaches. In this study, we generated SIRT5 overexpressing (SIRT5OE) mice, and evaluated their response to chronic pressure overload using TAC. Compared to littermate controls, SIRT5OE mice were protected against adverse functional consequences of TAC, left ventricular dilation and impaired ejection fraction. Transcriptomic analysis revealed that SIRT5 suppresses key HF sequelae, including the metabolic switch from fatty acid oxidation to glycolysis, immune activation, and fibrotic signaling pathways. We conclude that SIRT5 is a limiting factor in the preservation of cardiac function in response to experimental pressure overload.

## Introduction

Heart failure (HF) represents the end stage of a variety of cardiovascular pathologies, leading to insufficient oxygen delivery to meet the metabolic demands of the body. The incidence of HF is predicted to increase by 46% between 2012 and 2030 in the US, mainly due to an increase in population longevity coupled with improved survival rates following cardiovascular injury^1^. In 2018 alone, HF claimed 83,616 lives^2^. HF with systolic dysfunction is characterized by a progressive decline in contractile function and chronic hemodynamic overload, and by ventricular hypertrophy and remodeling, neurohormonal compensation mechanisms, and myocardial damage. Key cellular mechanisms thought to contribute to HF include myocyte death, reduced ability to maintain calcium homeostasis, and changes in the production and utilization of high-energy phosphates^3^. However, the molecular changes that lead to HF are still incompletely understood, and currently there are no mechanism-based treatments for HF.

Transverse aortic constriction (TAC) is a well-established experimental rodent model for pressure overload-induced HF. In TAC, the aorta is surgically narrowed, chronically increasing resistance to outflow from the left ventricle (LV)^4^. The resulting increased left ventricular burden initially induces concentric hypertrophy to compensate for TAC-induced elevated resistance. However, chronic pressure overload leads to contractile dysfunction and extensive remodeling, including fibrosis and ventricular dilation, resulting in functional decline. Over time, the deteriorating LV becomes unable to meet the hemodynamic needs of the body, resulting in progressive HF^5^.

Sirtuins are a family of NAD^+^-dependent deacylases playing major roles in cellular stress responses. In mammals, each of the seven sirtuins possesses a distinct combination of enzymatic activities, molecular targets, subcellular localization, and tissue expression^6^. Sirtuin 5 (SIRT5) possesses robust deacylase activity against lysine succinylation, malonylation, and glutarylation, negatively-charged lysine acyl modifications derived from their respective Coenzyme A (CoA) species^7–11^. SIRT5 target proteins reside in the mitochondrial matrix, cytosol, peroxisome, and nucleus; many function in metabolic pathways, including the citric acid cycle: *e.g.* pyruvate dehydrogenase and succinate dehydrogenase (SDH), and fatty acid oxidation: *e.g.* trifunctional enzyme subunit alpha (ECHA)^8,12^. Although many SIRT5 targets take part in key metabolic pathways, no striking metabolic phenotypes have been observed in *Sirt5* knockout (SIRT5KO) or overexpressing (OE) mice under basal, unstressed conditions^13–15^.

Among normal tissues, a major site of SIRT5 function appears to be the heart. SIRT5KO mice display a modest, age-associated decrease in cardiac function, along with increased fibrosis and hypertrophy^12^. SIRT5KO mice are also hypersensitive to cardiac stress. In an ischemia–reperfusion (I/R) injury model, SIRT5KO mice show increased infarct size and impaired recovery^16^. In these studies, proteomic experiments identified ECHA and SDH, respectively, as the likely substrates most relevant to SIRT5’s cardioprotective activity. In response to TAC, whole-body SIRT5KOs developed more severe cardiac dysfunction, exacerbated hypertrophy, and increased fibrosis compared to wild-type (WT) littermates^17^. The authors of this study proposed that, during TAC, SIRT5 deficiency is associated with impaired electron flow in oxidative phosphorylation, elevated mitochondrial NADH levels, and impaired oxidative metabolism, with greater reliance on glycolysis. However, a subsequent study by the same group using a cardiomyocyte (CM)-specific SIRT5KO strain showed no differences between WT and SIRT5 mutants in response to TAC^18^.

In this study, we generated SIRT5 overexpressing (SIRT5OE) mice and evaluated their response to cardiac pressure overload. SIRT5OE mice displayed no obvious cardiac phenotype and very few gene expression changes in the absence of stress compared to WT littermates. However, SIRT5OE mice showed robust protection against TAC-induced LV dilation and subsequent functional decline. Transcriptomic analysis linked the protection conferred by SIRT5 overexpression to suppression of key transcriptional and signaling events accompanying ventricular hypertrophy and HF, including cardiac fibrosis, inflammatory cytokine signaling, and the metabolic switch from fatty acid oxidation to glycolysis. Our results suggest that SIRT5 levels are limiting in the context of the cardiac response to pressure overload.

## Results

### Generation and characterization of SIRT5-overexpressing mice

To investigate the effects of SIRT5 on cardiac function, we generated a transgenic SIRT5 overexpressing (SIRT5OE) mouse strain by inserting a LoxP-STOP-LoxP-SIRT5 cassette into the 3’UTR of the *Col1A1* locus, using a well-characterized transgene insertion system (Fig. 1A)^19^. Constitutive, whole-body SIRT5 overexpression is driven by the CAGGS promoter (Supplemental Fig. 1A)^20^. SIRT5OE mice were born at normal Mendelian and sex ratios, and grossly indistinguishable from their WT littermates, with no obvious differences in weight gain with age in either sex (Supplemental Fig. 1B, Fig. 1B). We tested the molecular effects of SIRT5 overexpression on bulk protein acylation in the heart and found modest decreases in total lysine succinylation (Ksucc) and lysine malonylation (Kmal), which were significant for Kmal (Fig. 1C-E).

**Figure 1:**
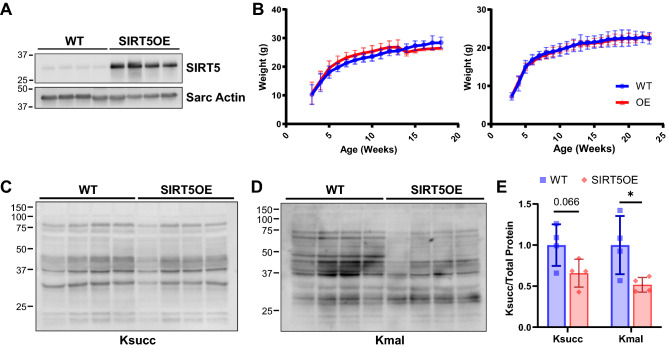
SIRT5OE mice exhibit decreased mildly decreased cardiac lysine malonylation. **(A)** Immunoblot analysis of SIRT5 expression in heart samples presented in c-e. Original immunoblot images are presented in Supplemental Fig. 7A. **(B)** Weight (g) of WT and SIRT5OE male and female mice with age. **(C-E)** Representative immunoblot analysis of succinyl-lysine (Ksucc), and malonyl-lysine (Kmal) levels in WT and SIRTOE hearts, with quantification. Original immunoblot images are presented in Supplemental Fig. 7B-C.

### SIRT5 overexpression protects against TAC-induced heart failure

To evaluate sensitivity to cardiac stress, male WT and SIRT5OE littermates between 4–8 months of age were randomly assigned to a sham or TAC operation (Fig. 2A)^21^. TAC surgically narrows the transverse aorta, generating a pressure gradient that reflects the severity of pressure overload on the heart. Sham animals undergo an identical surgical procedure but without aortic banding. Echocardiograms (echos) to assess cardiac structure and function were performed prior to surgery, and then repeated at 4-weeks, at which point tissue was collected for downstream analyses (Fig. 2A). WT and SIRT5OE sham animals did not exhibit any notable differences by echo, indicating that global SIRT5 overexpression does not alter cardiac structure or function under basal conditions (Table 1). Additionally, the magnitude of the aortic pressure gradient was comparable between WT and SIRT5OE TAC mice (Fig. 2B). Thus, any differences observed between genotypes following TAC were not due to discrepancies in the degree of cardiac outflow obstruction. Pressure overload first induces concentric cardiac hypertrophy, a temporary compensatory mechanism to relieve stress on the heart^22^. Echo-based measurement of the interventricular septum (IVS) and the posterior wall (PW) thickness during both systole and diastole showed comparable LV hypertrophy at four weeks after TAC in all mice irrespective of genotype (Fig. 2C-D, Table 1). Consistent with other studies, the TAC procedure itself was associated with a 15–18% mortality rate, with 3 mice and 4 mice dying in the WT and SIRT5OE groups respectively (Supplemental Table 1). Therefore, SIRT5 overexpression does not affect cardiac concentric hypertrophy in response to TAC.

**Figure 2:**
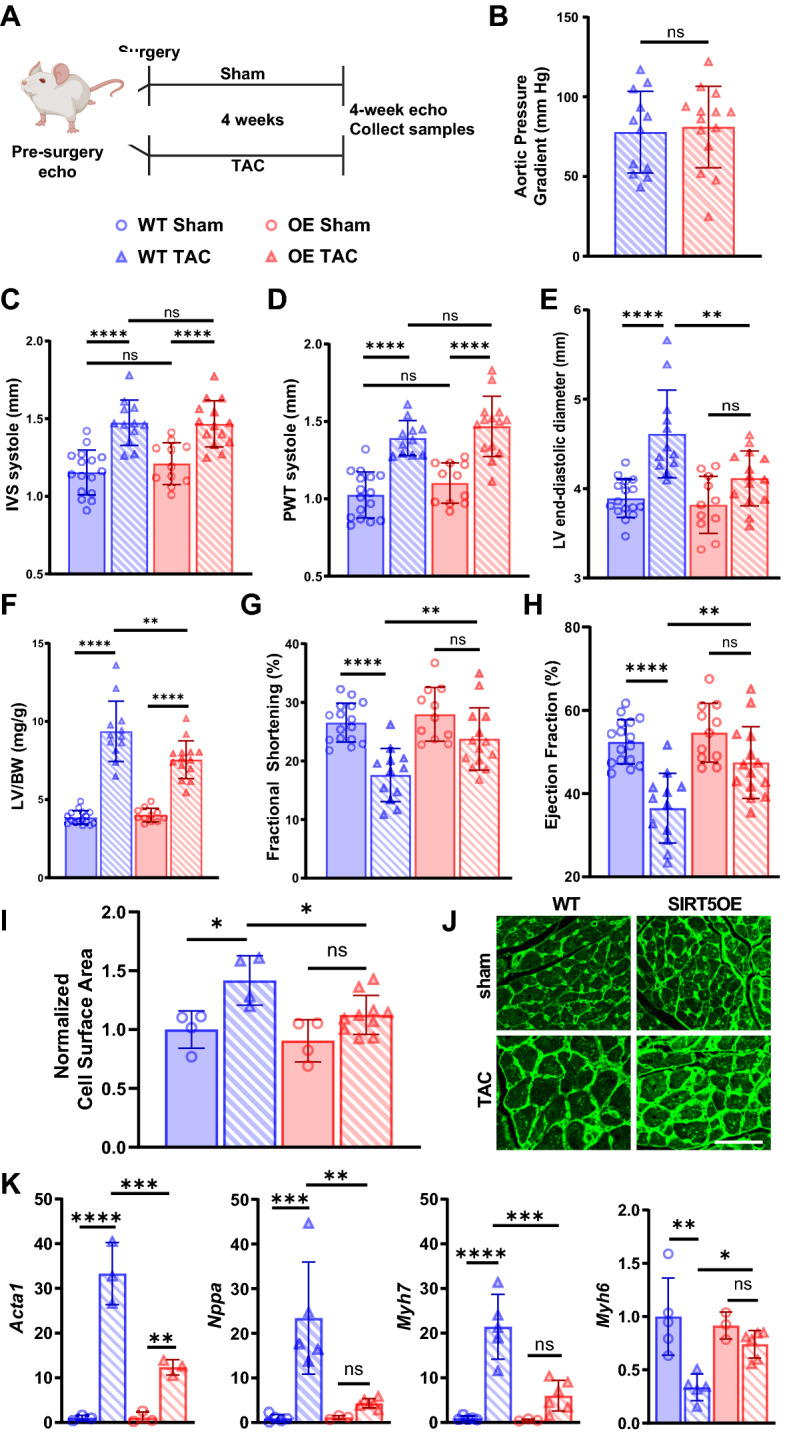
SIRT5OE mice are protected against TAC-induced heart failure. Echocardiography was performed on WT sham (*n* = 16), WT TAC (*n* = 12), SIRT5OE sham (*n* = 10) and SIRT5OE TAC (n = 14) mice to measure changes in cardiac function four weeks post-surgery. **(A)** Depiction of groups, procedures, and timeline of surgery. **(B)** Aortic pressure gradient in mice after TAC. Echo measurements for **(C)** systolic interventricular septum (IVS) thickness; **(D)** systolic posterior wall thickness (PWT); **(E)** LV end-diastolic diameter; **(F)** left ventricle mass normalized to body weight; **(G)** fractional shortening; **(H)** ejection fraction. **(I)** Quantification of CM cell area, normalized to WT sham four weeks after surgery [WT sham (*n* = 4), WT TAC (*n* = 4), SIRT5OE sham (*n* = 4) and SIRT5OE TAC (*n* = 10)]. **(J)** Representative wheat germ agglutinin-stained cardiac sections of the indicated genotypes and treatments four weeks post-surgery. Scale bar = 50 um. **(K)** qRT-PCR for *Acta1* (n = 3 for all groups); *Nppa* and *Myh6* [WT sham (*n* = 5), WT TAC (*n* = 5), SIRT5OE sham (*n* = 3) and SIRT5OE TAC (*n* = 6)]; and *Myh7* [WT sham (*n* = 5), WT TAC (*n* = 4), SIRT5OE sham (*n* = 3) and SIRT5OE TAC (*n* = 5)] expression normalized to GAPDH. Statistical significance was determined using Student’s t-test for 2-group analysis or two-way ANOVA followed by Sidak’s correction for multiple comparisons for 4-group analyses.

**Table 1:** Echocardiogram measurements 4 weeks after surgery in WT, SIRT5 sham and TAC mice.

	WT sham (*n* = 16)	WT TAC (*n* = 12)	SIRT5OE sham (*n* = 11)	SIRT5OE TAC (*n* = 14)	Genotype Effect	TAC Effect	Interaction Effect
Age at Procedure (months)	5.32 ± 0.60	5.26 ± 0.50	5.88 ± 0.82	5.26 ± 0.46	0.6473	0.5728	0.6469
Heart rate (bpm)	504.75 ± 13.31	487.17 ± 19.47	502.26 ± 17.59	452.04 ± 14.58	0.250	0.041*	0.317
LV Mass/BW	3.86 ± 0.11	9.37 ± 0.56	4.01 ± 0.13	7.55 ± 0.32	0.012*	< 0.001*	0.003*
IVS thickness diastole (mm)	0.77 ± 0.02	1.18 ± 0.03	0.80 ± 0.03	1.15 ± 0.03	0.937	< 0.001*	0.217
IVS thickness systole (mm)	1.15 ± 0.04	1.47 ± 0.04	1.21 ± 0.04	1.47 ± 0.04	0.540	< 0.001*	0.433
LV diameter diastole (mm)	3.89 ± 0.05	4.61 ± 0.14	3.82 ± 0.10	4.11 ± 0.08	0.004*	< 0.001*	0.027*
LV diameter systole (mm)	2.86 ± 0.05	3.81 ± 0.15	2.72 ± 0.10	3.14 ± 0.09	< 0.001*	< 0.001*	0.007*
PW thickness diastole (mm)	0.72 ± 0.02	1.12 ± 0.04	0.78 ± 0.03	1.14 ± 0.04	0.208	< 0.001*	0.523
PW thickness systole (mm)	1.02 ± 0.04	1.35 ± 0.05	1.10 ± 0.04	1.47 ± 0.05	0.082^+^	< 0.001*	0.993
LV Volume diastole (uL)	65.76 ± 2.11	99.41 ± 7.53	63.33 ± 3.74	75.44 ± 3.51	0.004*	< 0.001*	0.018*
LV Volume systole (uL)	31.35 ± 1.39	63.99 ± 6.57	29.05 ± 2.65	39.86 ± 2.70	< 0.001*	< 0.001*	0.004*
Ejection Fraction (%)	0.52 ± 0.01	0.36 ± 0.02	0.55 ± 0.02	0.47 ± 0.02	0.002*	< 0.001*	0.036*
Fractional Shortening (%)	0.27 ± 0.01	0.18 ± 0.01	0.28 ± 0.02	0.24 ± 0.01	0.003*	< 0.001*	0.061^+^

Values listed as mean ± standard error of the mean (SEM). Statistical significance was determined using two-way ANOVA. Significance markers: (*) *p* < 0.05, ( +) *p* < 0.1

After prolonged pressure overload, concentric hypertrophy progresses to ventricular dilation and heart failure (HF)^5^. Four weeks after TAC, WT mice showed significantly increased LV diameter, indicating a transition from adaptive to maladaptive ventricular hypertrophy. In comparison, LV diameter did not significantly increase in SIRT5OE TAC mice (Fig. 2E, Table 1). The combination of ventricular hypertrophy and dilation was also reflected in the LV size normalized to body weight. Both genotypes showed increased normalized LV mass after TAC; however, this increase was blunted by SIRT5 overexpression (Fig. 2F). Ventricular dilation leads to reduced fractional shortening (FS) and impaired ejection fraction (EF), a measure of systolic function. Both were significantly reduced in response to chronic pressure overload in the WT mice but preserved in the SIRT5OE mice (Fig. 2G-H). These patterns were also reflected in CM size, with WT TAC mice showing a significant increase in CM area compared to both WT sham and SIRT5OE TAC groups (Fig. 2I-J).

To complement echo-based measurements, we assessed RNA levels of standard markers of cardiac hypertrophy and HF, skeletal muscle Actin (*Acta1*) and atrial natriuretic peptide (*Nppa*)^23^. As expected, expression of both genes increased in response to TAC, but this increase was blunted in SIRT5OE TAC mice compared to WT TAC (Fig. 2K). The failing myocardium also shifts contractile protein expression from myosin heavy chain isoform α (*Myh6*) to β (*Myh7*) (Fig. 2K)^23^. The decrease in *Myh6* expression by TAC was attenuated in SIRT5OE mice compared to WT controls. Overall, based on these physiological and molecular assays, we conclude that SIRT5 overexpression protects against the transition from adaptive, concentric hypertrophy to maladaptive ventricular dilation and systolic dysfunction.

### SIRT5 overexpression mitigates transcriptomic changes induced by TAC

To understand how SIRT5 overexpression protects against TAC-induced stress, we performed RNA-seq transcriptomic profiling on whole hearts from WT sham, WT TAC, SIRT5OE sham, and SIRT5OE TAC mice four weeks after surgery. 

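Each of the 15 hearts gave a library of its own: 4 from WT sham mice, 4 from WT TAC mice, 3 from SIRT5OE sham mice and 4 from SIRT5OE TAC mice, all taken 4 weeks after surgery. Transverse aortic constriction (TAC) narrows the aorta so that the left ventricle works against a higher pressure, and sham mice had surgery without the constriction. The libraries were made from whole-heart RNA, so they mix cardiomyocytes with fibroblasts, endothelial cells, pericytes and immune cells. The authors pseudoaligned the reads to Ensembl mouse cDNA release 101 with kallisto v0.46.0, summed them per gene with tximport v1.18.0 and normalized them with DESeq2. The submitters' processing notes give kallisto 0.43.1 and mm10. The deposited values are these normalized counts for 36727 genes in each heart.

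The normalized counts of a heart summed to 70144548 to 74282028 in WT sham, 56233957 to 61577670 in WT TAC, 68778342 to 73194025 in SIRT5OE sham and 63960360 to 70497065 in SIRT5OE TAC hearts. Transcripts of the mitochondrial genome made up a median of 35.6% of these counts in WT sham, 24.4% in WT TAC, 34.5% in SIRT5OE sham and 31.2% in SIRT5OE TAC. Genes with a normalized count of at least 10 in at least 3 hearts were kept, which left 16690. Their values were tested as log2(normalized count + 1) with limma in 1 fit over the 4 groups, so a log2 fold change understates the change of genes near the pseudocount of 1. A DEG had an adjusted p (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper's methods (its results give a fold change of |1|). Members of a gene list were counted as higher or lower at an adjusted p under 0.05 alone. The call of a single gene rests on that adjusted p alone as well. The p-values of limma rest on the spread between hearts within groups, pooled over all 4 groups. They do not measure the spread of the 2 compared groups alone. On the first principal component, given below, that spread was wider in TAC than in sham hearts. Whole read counts could not be recovered from the deposited values, so no count model was fitted. Each test was repeated with other filters, pseudocounts and scalings, with the 2 compared groups alone, without limma's mean-variance trend and with each heart left out in turn. A fit with the replicate number as a block was run too. Unless it is named, that fit is left out of the cases listed for the end of a single gene's call. Between the TAC groups it left 0 DEGs lower in SIRT5OE hearts.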

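Along the first principal component of the 500 most variable genes, the WT sham hearts had a mean of -25.5 ± 3.59 (SD, n = 4) and the SIRT5OE sham hearts -25.0 ± 2.36 (SD, n = 3). The difference of 0.521 was within the spread of the hearts (two-sided exact permutation test, p = 0.943, where 0.0286 is the smallest p possible). Of 28 gene lists of cardiac pathways and cell types, sirtuins were the only one with a member that differed between the sham groups at an adjusted p under 0.05 from limma, and this was Sirt5 itself. The collagens had 1 of 20 members at an unadjusted p under 0.05, and fatty acid oxidation, the TCA cycle and activated fibroblasts had 0. When adjusted over the list alone, 1 of 7 neutrophil markers was lower in SIRT5OE sham hearts. The nuclear-encoded genes of the respiratory chain, 75 of them measured, had a median log2 fold change of -0.08 and were the only list that camera called in this comparison. They had adjusted p = 0.00119 from camera in limma, and adjusted p = 0.924 with an estimated correlation. Camera called 0 lists without WT sham replicate 3 or SIRT5OE sham replicate 2, 2 to 5 without WT sham replicate 2 or 4, WT TAC replicate 2 or 3 or SIRT5OE sham replicate 1 or 3, and 3 with quantile normalization. The fry test of limma called 1 list, the sirtuins (adjusted p = 0.00141).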

Principal component analysis (PCA) showed that SIRT5 overexpression did not appreciably alter baseline gene expression in the heart, as sham mice clustered together regardless of genotype. In contrast, TAC induced a marked transcriptional response in both genotypes. 

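The genes with the largest changes after TAC include those of stretched cardiomyocytes and of the ECM. In WT hearts Sprr1a, a small proline-rich protein of stressed cardiomyocytes, rose from 9.19 ± 5.2 (SD, n = 4) to 3125 ± 3952 (SD, n = 4) normalized counts. Its log2 fold change was 7.34 (standard error 1.03, adjusted p = 0.000117) from limma. Comp and Thbs4, ECM proteins of the thrombospondin family, had 6.41 (standard error 0.79, adjusted p = 5.41e-05) and 6.39 (standard error 0.66, adjusted p = 2.16e-05) from limma. Retnla, a marker of resident and alternatively activated macrophages, fell, at -3.94 (standard error 0.58, adjusted p = 0.000161) from limma.

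Serpinb1c, a serine protease inhibitor, rose in SIRT5OE hearts from 6.8 ± 4.81 (SD, n = 3) to 306 ± 255 (SD, n = 4) normalized counts. The log2 fold change was 5.15 (standard error 0.52, adjusted p = 0.000196) there and 5.98 (standard error 0.48, adjusted p = 5.86e-06) in WT from limma. Thbs4 rose by 3.99 (standard error 0.71, adjusted p = 0.00703) on the log2 scale in SIRT5OE hearts in limma. Cilp, a matrix protein of activated fibroblasts, had a log2 fold change of 3.95 (standard error 0.50, adjusted p = 0.00155 from limma). Comp had a log2 fold change of 3.46 (standard error 0.85, adjusted p = 0.0295 from limma). SIRT5OE TAC replicate 3 stood far above the other SIRT5OE TAC hearts for all 3 matrix genes. It held 19200 against 1388 to 2078 normalized counts for Thbs4, 26221 against 4627 to 5539 for Cilp and 8286 against 311 to 523 for Comp. The call of Comp in SIRT5OE hearts ended without each SIRT5OE sham heart in turn, or in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0665 to 0.138 from limma).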

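The first principal component, which carried 35.8% of the variance, placed the WT TAC hearts at 37.3 ± 14.6 (SD, n = 4) and the SIRT5OE TAC hearts at 6.97 ± 18.3 (SD, n = 4). SIRT5OE TAC replicate 3 lay at 33.9, inside the range of the WT TAC hearts (19.4 to 49.9). The other SIRT5OE TAC hearts lay at 2.54, -1.63 and -6.90, above every sham heart. The mean difference between the TAC groups was -30.3, with p = 0.0857 in a two-sided exact permutation test. TAC moved the WT hearts by 62.8 (p = 0.0286, the smallest p possible) and the SIRT5OE hearts by 32.0 (p = 0.0571) in the same exact permutation test. The difference between the TAC groups was -56.7 with all kept genes and -13.97 with genes scaled to unit variance, which put the component on other scales (p = 0.0857 in each, from the two-sided exact permutation test).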

Apart from one animal, SIRT5OE TAC mice clustered between sham animals and WT TAC animals, suggesting that SIRT5OE blunts the overall TAC transcriptional response (Fig. 3A). Hierarchical cluster analysis (HCA) of the top 30 genes ranked by variance generated a dendrogram with two major clades (Fig. 3B). 

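Sirt5 (ENSMUSG00000054021, chromosome 13 from 43365496 to 43395203 on GRCm38) encodes a mitochondrial desuccinylase. Its transcript reached 40866 ± 1972 (SD, n = 3) normalized counts in SIRT5OE sham hearts against 2169 ± 154 (SD, n = 4) in WT sham hearts, a log2 fold change of 4.24 (standard error 0.12, adjusted p = 3.97e-12 from limma). After TAC it stood at 1893 ± 239 (SD, n = 4) in WT and 35645 ± 5935 (SD, n = 4) in SIRT5OE hearts, a log2 fold change of 4.23 (standard error 0.11, adjusted p = 1.22e-12 from limma). The comparison of TAC with sham gave -0.20 (standard error 0.11, adjusted p = 0.186) in WT and -0.21 (standard error 0.12, adjusted p = 0.339) in SIRT5OE hearts from limma. Every SIRT5OE heart lay above every WT heart: the lowest SIRT5OE value was 30432.5 and the highest WT value 2365.5 normalized counts. Of the 7 sirtuins, 1 was higher and 2 were lower after TAC in WT hearts at an adjusted p under 0.05 from limma (1 and 2 when adjusted over the list alone). None passed limma's test in SIRT5OE hearts, where 1 had an unadjusted p under 0.05.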

*Sirt5* transcript levels were elevated in the SIRT5OE samples but were not altered by TAC in either genotype (Fig. 3A, Supplemental Fig. 2A-B). Apart from one animal, all SIRT5OE mice clustered together with WT sham mice in one clade. The second clade contained all WT TAC mice and one SIRT5OE TAC animal. 

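Complete linkage on the 30 kept genes of largest variance split the hearts into a clade of 4 and a clade of the other 11. The clade of 4 was made up of WT TAC replicates 2, 3 and 4 and SIRT5OE sham replicate 1, and no SIRT5OE TAC heart lay in it. Of these 30 genes, 14 encode proteins, 16 are pseudogenes and 4 are among the genes of Fig. 3B. With the 100 most variable genes in place of 30, the clade of the WT TAC hearts held 1 SIRT5OE TAC heart, replicate 3. Clustering on the genes printed in Fig. 3B, a choice made after seeing the data, also gave 1. With average linkage, or with genes not scaled, the larger clade held 13 or 12 of the 15 hearts and every WT sham heart, so no clade was made up mainly of WT TAC hearts.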

Genes in signaling pathways important to heart failure were evident in this unbiased HCA clustering (Fig. 3B). Consistent with the qRT-PCR data (Fig. 2K), atrial natriuretic peptide (*Nppa*), skeletal muscle Actin (*Acta1*), and myosin heavy chain isoform α (*Myh6*) increased with TAC but these increases were blunted in SIRT5OE TAC mice compared to WT TAC mice (Fig. 3B). 

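Nppa, the natriuretic peptide that ventricular myocytes release under load, lies on chromosome 4 from 148000722 to 148002079 of GRCm38 (ENSMUSG00000041616). It rose from 8136 ± 2136 (SD, n = 4) to 421599.7 ± 225957 (SD, n = 4) normalized counts in WT hearts, a log2 fold change of 5.50 (standard error 0.58, adjusted p = 2.32e-05 from limma). SIRT5OE hearts went from 6584 ± 1453 (SD, n = 3) to 128659.6 ± 157936 (SD, n = 4), a log2 fold change of 3.65 (standard error 0.62, adjusted p = 0.00577 from limma). SIRT5OE TAC replicate 3 held 365329 against 40060.5 to 56482 in the other SIRT5OE TAC hearts. Acta1, the skeletal muscle actin of the fetal program, rose to 242869 ± 41094 (SD, n = 4) in WT TAC and 143478 ± 40518 (SD, n = 4) in SIRT5OE TAC hearts. Its log2 fold changes with TAC were 5.25 (standard error 0.27, adjusted p = 2.57e-08) in WT and 5.03 (standard error 0.29, adjusted p = 1.6e-07) in SIRT5OE hearts from limma. Myh6, the fast adult myosin heavy chain, fell by 1.59 on the log2 scale in WT hearts (standard error 0.35, adjusted p = 0.00277 from limma), from 1218225 ± 171456 to 471203 ± 302570.4 normalized counts. In SIRT5OE hearts Myh6 had a log2 fold change of -0.25 (standard error 0.38, adjusted p = 0.744 from limma). Myh7, the slow isoform of the fetal ventricle, rose by 3.95 (standard error 0.49, adjusted p = 5.65e-05) in WT and 2.16 (standard error 0.53, adjusted p = 0.0288) in SIRT5OE hearts on the log2 scale in limma. The call of Myh7 in SIRT5OE hearts ended without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 3, or without the mean-variance trend (adjusted p = 0.0652 to 0.133 from limma).

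Against WT TAC hearts, Nppa was lower in SIRT5OE TAC hearts, a log2 fold change of -2.14 (standard error 0.58, adjusted p = 0.0408 from limma). So was Myh7, at -1.82 (standard error 0.49, adjusted p = 0.0398) from limma. Acta1 had -0.78 (standard error 0.27, adjusted p = 0.0762) and Myh6 1.13 (standard error 0.35, adjusted p = 0.0579) in the same comparison with limma. The test of whether TAC acted differently in the genotypes gave adjusted p = 0.374 for Nppa, 0.83 for Acta1, 0.349 for Myh6 and 0.349 for Myh7 from limma. The calls of Nppa and Myh7 between the TAC groups ended without each WT sham heart in turn, WT TAC replicate 1, 2 or 4, SIRT5OE sham replicate 2 or 3 or SIRT5OE TAC replicate 1, 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0511 to 0.188 from limma). That of Nppa also ended without SIRT5OE sham replicate 1 (adjusted p = 0.0535 from limma). Acta1 passed without SIRT5OE TAC replicate 3 (adjusted p = 0.0262 from limma) and Myh6 without WT TAC replicate 3 or SIRT5OE TAC replicate 3, or with the stricter filter or with array weights (adjusted p = 0.00345 to 0.0491 from limma).

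Of 20 hypertrophy and fetal genes, 17 rose in WT hearts (18 when adjusted over the list alone) and 9 in SIRT5OE hearts (14 when adjusted over the list alone), and none fell. Against all other genes the list had adjusted p = 2.47e-13 in WT and 1.13e-11 in SIRT5OE hearts from camera in limma, and adjusted p = 0.195 and 0.301 with an estimated correlation. Nppb, the B-type natriuretic peptide, went from 15419.6 ± 6164 to 100698 ± 27094 normalized counts in WT and reached 42039 ± 20686 in SIRT5OE TAC hearts. Its log2 fold changes were 2.73 (standard error 0.31, adjusted p = 3.44e-05) and 2.08 (standard error 0.34, adjusted p = 0.00548) from limma. In SIRT5OE TAC hearts 12 of the 20 were lower than in WT TAC hearts (16 when adjusted over the list alone), with adjusted p = 1.09e-09 from camera in limma, and adjusted p = 0.352 with an estimated correlation. The number that rose in SIRT5OE hearts was 5 without SIRT5OE sham replicate 1 or 3. The number lower in SIRT5OE TAC hearts was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4 and 4 without SIRT5OE TAC replicate 1.

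Of 15 genes of the adult contractile apparatus, 1 rose and 6 fell in WT hearts (1 and 8 when adjusted over the list alone), with adjusted p = 0.00712 from camera in limma, and adjusted p = 0.508 with an estimated correlation. None passed limma's test between the TAC groups, where 5 had an unadjusted p under 0.05 (3 higher when adjusted over the list alone). The list had adjusted p = 0.0121 from camera in limma, and adjusted p = 0.512 with an estimated correlation there. Higher in SIRT5OE TAC hearts were 4 without SIRT5OE TAC replicate 3 and 5 without WT TAC replicate 3.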

Fibroblast remodeling of the extracellular matrix (ECM) and increased fibrosis is a key component of maladaptive remodeling in HF. *Postn*, a key marker of cardiac fibroblast activation and differentiation, was strongly induced in WT TAC samples, but trended less so in the SIRT5OE TAC mice (Fig. 3C)^24,25^. 

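Postn (ENSMUSG00000027750, chromosome 3 from 54361109 to 54391037 on GRCm38) encodes periostin, a matrix protein secreted by activated cardiac fibroblasts. In WT hearts it rose from 2207 ± 290.1 (SD, n = 4) to 72122 ± 31885 (SD, n = 4) normalized counts, a log2 fold change of 4.93 (standard error 0.48, adjusted p = 1.72e-05 from limma). SIRT5OE hearts rose from 2229 ± 512 (SD, n = 3) to 38107 ± 44065 (SD, n = 4), a log2 fold change of 3.54 (standard error 0.52, adjusted p = 0.00386 from limma). SIRT5OE TAC replicate 3 held 104152 against 14311 to 18469 in the other SIRT5OE TAC hearts. SIRT5OE TAC and WT TAC hearts differed by -1.39 (standard error 0.48, adjusted p = 0.0758) on the log2 scale in limma, and the interaction of genotype and TAC had adjusted p = 0.399. The Postn difference passed without WT TAC replicate 3 or SIRT5OE TAC replicate 3, or with array weights (adjusted p = 0.00111 to 0.029 from limma).

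Of 18 markers of activated fibroblasts, 16 rose in WT (16 when adjusted over the list alone) and 11 in SIRT5OE hearts (14 when adjusted over the list alone). As a set these genes had adjusted p = 3.47e-11 in WT and 4.95e-12 in SIRT5OE hearts from camera in limma, and adjusted p = 0.195 and 0.301 with an estimated correlation. Meox1, a transcription factor of fibroblast activation, rose from 815 ± 235 to 5244 ± 1138 in WT and from 619.9 ± 165 to 2059 ± 991 in SIRT5OE hearts. Its log2 fold changes were 2.71 (standard error 0.30, adjusted p = 2.97e-05) and 1.63 (standard error 0.33, adjusted p = 0.0122) from limma. It was lower in SIRT5OE TAC than in WT TAC hearts, at -1.45 (standard error 0.30, adjusted p = 0.0289) from limma. So were 3 other markers, or 14 of 18 when adjusted over the list alone, with adjusted p = 5.01e-07 from camera in limma, and adjusted p = 0.367 with an estimated correlation. The call of Meox1 between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0652 to 0.184 from limma). The number of markers that rose in SIRT5OE hearts was 4 to 7 without each SIRT5OE sham heart in turn. Lower in SIRT5OE TAC hearts were 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, 1 without WT sham replicate 1, 2 or 4, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1, 2 without WT sham replicate 3, 14 without SIRT5OE TAC replicate 3 and 15 without WT TAC replicate 3.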

Markers of monocyte-derived macrophages that stimulate fibrosis, *Spp1* and *Thbs1*, were also elevated in TAC samples, and this increase was significantly mitigated in the SIRT5OE mice (Fig. 3C)^26^.Thus, based on both PCA and HCA, SIRT5OE TAC mice are generally more transcriptionally similar to WT sham mice than WT TAC mice.

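Spp1, which encodes the cytokine osteopontin, rose from 15.5 ± 11.6 (SD, n = 4) to 1976 ± 2499.5 (SD, n = 4) normalized counts in WT hearts, a log2 fold change of 5.96 (standard error 0.95, adjusted p = 0.000277 from limma). SIRT5OE hearts went from 15.6 ± 7.12 (SD, n = 3) to 209 ± 178 (SD, n = 4), a log2 fold change of 3.22 (standard error 1.03, adjusted p = 0.0814 from limma). Thbs1, the matrix glycoprotein thrombospondin 1, rose from 610.3 ± 162 to 11339 ± 8299 in WT and from 631 ± 264 to 3513 ± 3184 in SIRT5OE hearts. Its log2 fold changes were 3.87 (standard error 0.55, adjusted p = 0.000123) and 2.21 (standard error 0.59, adjusted p = 0.0424) from limma. In SIRT5OE TAC replicate 3 Thbs1 stood at 8279 against 1719 to 2207 in the other SIRT5OE TAC hearts. SIRT5OE TAC hearts differed from WT TAC hearts by -2.54 (standard error 0.95, adjusted p = 0.096) for Spp1 and -1.66 (standard error 0.55, adjusted p = 0.0672) for Thbs1 on the log2 scale in limma. Spp1 lies on chromosome 5 from 104435118 to 104441050 (ENSMUSG00000029304) and Thbs1 on chromosome 2 from 118111876 to 118127133 (ENSMUSG00000040152). Both differences between the TAC groups passed without WT TAC replicate 3 or SIRT5OE TAC replicate 3 (adjusted p = 0.00942 to 0.0465 from limma). The call of Thbs1 in SIRT5OE hearts ended without each WT sham heart in turn, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1 or 3, or with no filter on low values or without the mean-variance trend (adjusted p = 0.0521 to 0.189 from limma). There Spp1 passed without WT TAC replicate 3 or 4, or in a fit of the 2 groups alone or with array weights (adjusted p = 0.0089 to 0.0418 from limma).

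Of 24 markers of macrophages and monocytes, 18 rose and 1 fell in WT hearts (20 and 1 when adjusted over the list alone). In SIRT5OE hearts 2 rose (16 when adjusted over the list alone). The list had adjusted p = 8.24e-08 in WT and 8.4e-07 in SIRT5OE hearts from camera in limma, and adjusted p = 0.195 and 0.314 with an estimated correlation. In SIRT5OE TAC hearts 3 were lower than in WT TAC hearts (10 when adjusted over the list alone), with adjusted p = 0.000267 from camera in limma, and adjusted p = 0.398 with an estimated correlation. Among these, C1qc, a complement subunit made by resident macrophages, stood at 2714 ± 209 in WT TAC and 1903 ± 427 in SIRT5OE TAC hearts. Its log2 fold change was -0.54 (standard error 0.14, adjusted p = 0.0349) from limma. Lgals3, the galectin of infiltrating macrophages, rose in WT hearts by 2.84 (standard error 0.63, adjusted p = 0.00282) on the log2 scale in limma. The call of C1qc between the TAC groups ended without WT TAC replicate 2 or 4, SIRT5OE sham replicate 2 or SIRT5OE TAC replicate 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0504 to 0.184 from limma). The number lower in SIRT5OE TAC hearts was 0 without WT TAC replicate 2 or 4, SIRT5OE sham replicate 2 or SIRT5OE TAC replicate 2 or 4, 1 without WT sham replicate 1 or 2, WT TAC replicate 1 or SIRT5OE sham replicate 3, 7 without SIRT5OE TAC replicate 3 and 8 without WT TAC replicate 3. The number that rose in SIRT5OE hearts was 0 without SIRT5OE sham replicate 1 or 3, 1 without SIRT5OE sham replicate 2 or SIRT5OE TAC replicate 1 or 3 and 5 to 12 without WT TAC replicate 3 or 4 or SIRT5OE TAC replicate 4. The number that fell in WT hearts was 0 without each WT sham heart in turn or WT TAC replicate 2 or 4.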

**Figure 3:**
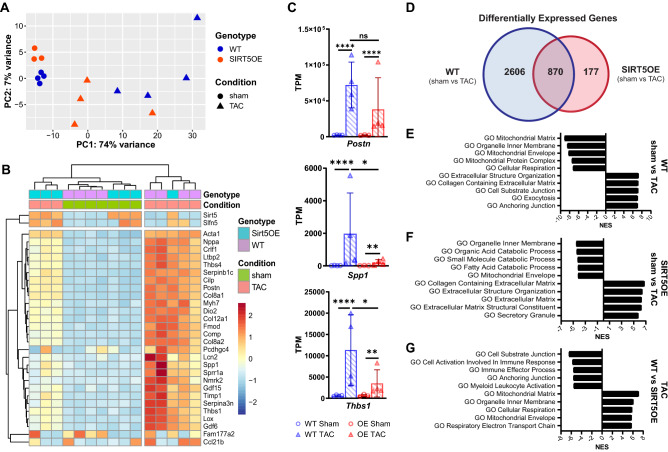
Transcriptomic analysis of heart tissue four weeks after TAC identifies a dampened transcriptional response to pressure overload in SIRT5OE mice. **(A)** Principal component analysis (PCA) of RNA-sequencing data of the four groups of mice [WT sham (*n* = 4), WT TAC (*n* = 4), SIRT5OE sham (*n* = 3) and SIRT5OE TAC (*n* = 4)]. **(B)** Hierarchical clustering analysis (HCA) of the RNA-seq data based on the top 30 genes, determined by greatest variance from the mean. Genes with higher expression compared to the mean skew red; genes with lower expression compared to the mean skew blue. **(C)** *Postn*, *Spp1*, and *Thbs1* mRNA levels measured by RNA-seq. **(D)** Venn Diagram comparing exclusive and overlapping differentially expressed genes in the WT (sham vs TAC) mice and the SIRT5OE (sham vs TAC) mice. **(E–G)** Top five positively and negatively enriched Gene Ontology (GO) pathways from the indicated comparisons, determined by gene set enrichment analysis (GSEA). NES: normalized enrichment score. All listed pathways were significantly enriched with a false discovery rate (FDR) < 0.0001.

We defined the criteria for differentially expressed genes (DEGs) between two groups as a false discovery rate (FDR) < 0.05 and fold-change of |1|. Strikingly, there were only 8 DEGs, including SIRT5, between sham WT and SIRT5OE mice, consistent with the observation that SIRT5 overexpression does not significantly alter baseline cardiac parameters. 

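DEGs between the sham groups numbered 3, all higher in SIRT5OE hearts: Sirt5 and the processed pseudogenes Gm4811 and Gm8494. Gm4811 (ENSMUSG00000113263, chromosome 13 from 64927942 to 64929161) was listed at 0 in all but 1 WT sham heart and at 37.9 ± 5.17 (SD, n = 3) normalized counts in SIRT5OE sham hearts, a log2 fold change of 5.00 (standard error 0.64, adjusted p = 0.00701 from limma). Gm8494 (ENSMUSG00000094090, chromosome 5 from 146574888 to 146576120) was listed at 0 in every WT sham heart and at 33.2 ± 10.1 (SD, n = 3) in SIRT5OE sham hearts, adjusted p = 0.0251 from limma. Both are copies of Smarce1, a subunit of the SWI/SNF chromatin remodeling complex, with 97.4% and 98.9% identity to its transcript, so reads can be shared between them and the parent gene. Of the 16690 genes, 428 had an unadjusted p under 0.05. The calls of Gm4811 and Gm8494 ended without each SIRT5OE sham heart in turn (adjusted p = 0.0926 to 0.395 from limma). That of Gm8494 also ended without each WT sham heart in turn or SIRT5OE TAC replicate 1 or 3 (adjusted p = 0.0561 to 0.0955 from limma). Without SIRT5OE sham replicate 2 or 3, Sirt5 was the 1 DEG left. The count of 3 was 1 with the stricter filter or the replicate block, 5 with no filter, 6 in a fit of the 2 groups alone and 11 with array weights.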

Following TAC, the number of DEGs increased dramatically in both genotypes. There were 2,606 unique DEGs between WT sham and TAC hearts, but only 177 in SIRT5OE sham and SIRT5OE TAC. 

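In WT hearts 1925 genes changed with TAC, 1099 higher and 826 lower, and in SIRT5OE hearts 330, 242 higher and 88 lower. Of these, 1648 were called in WT alone and 53 in SIRT5OE alone. The 53 became 9 without SIRT5OE sham replicate 1 or 3 and 19 without SIRT5OE sham replicate 2 or SIRT5OE TAC replicate 3. It became 85 without WT TAC replicate 4. At an adjusted p under 0.05 alone limma called 5631 genes in WT (2881 higher, 2750 lower) and 831 in SIRT5OE (520 higher, 311 lower). An unadjusted p under 0.05 was reached by 7317 and 3642 of the genes tested. The SIRT5OE comparison rests on 4 against 3 hearts and the WT comparison on 4 against 4. Without WT sham replicate 1, 2, 3 or 4 the WT comparison also had 4 against 3 hearts. It then called 1863, 1827, 1849 and 1763 genes, so group size alone did not bring the WT count near 330. The SIRT5OE count was 92 without SIRT5OE sham replicate 1, 159 without replicate 2, 81 without replicate 3 and 143 without SIRT5OE TAC replicate 3. With array weights it was 536, without the mean-variance trend 214 and with the replicate number as a block 210. The 831 at the adjusted p alone from limma became 156 without SIRT5OE sham replicate 1, 299 without SIRT5OE sham replicate 2, 126 without SIRT5OE sham replicate 3 and 306 without SIRT5OE TAC replicate 3.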

There were 870 DEGs in common between the WT and SIRT5OE sham to TAC comparisons, representing a core group of genes that respond to chronic pressure overload across both genotypes (Fig. 3D). 

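All 277 DEGs called in both genotypes changed in the same direction, 209 higher and 68 lower with TAC. Lists of these sizes drawn independently would share 15.9 and 4.36 genes. The comparisons have no library in common, but 1 fit over all hearts gives the spread for both. Their calls are therefore not independent: without WT TAC replicate 3 the SIRT5OE count was 433 in place of 330. Among the shared genes are Ltbp2, a protein of the ECM, Uck2, a uridine-cytidine kinase, and Angpt1, a ligand of the endothelial receptor Tek. Ltbp2 rose from 166 ± 51.5 to 13606 ± 8210.2 normalized counts in WT and from 227 ± 73.1 to 4232 ± 5355 in SIRT5OE hearts. Its log2 fold changes were 6.19 (standard error 0.59, adjusted p = 1.72e-05) and 3.54 (standard error 0.64, adjusted p = 0.00762) from limma. Uck2 had 3.26 (standard error 0.33, adjusted p = 2.16e-05) in WT and 1.59 (standard error 0.36, adjusted p = 0.0221) in SIRT5OE hearts from limma. Angpt1 had -2.54 (standard error 0.28, adjusted p = 2.93e-05) and -1.63 (standard error 0.30, adjusted p = 0.00833), in the same order with limma. The number of shared DEGs was 83 without SIRT5OE sham replicate 1, 140 without replicate 2, 72 without replicate 3 and 124 without SIRT5OE TAC replicate 3. It was 174 without the mean-variance trend and 175 with the replicate block. The calls of Ltbp2, Uck2 and Angpt1 in SIRT5OE hearts ended in some of these cases, without each SIRT5OE sham heart in turn, or without the mean-variance trend (adjusted p = 0.0539 to 0.0979 from limma). From the smaller number of DEGs in SIRT5OE hearts, the paper proposes that overexpression partly mitigates the transcriptional response to pressure overload.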

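Over the 1925 genes called in WT hearts, the median absolute log2 fold change with TAC was 1.56 in WT and 0.76 in SIRT5OE hearts, and 1869 of them had the smaller absolute fold change in SIRT5OE hearts. That set was chosen by its size in WT. Over the 330 genes called in SIRT5OE hearts, the medians were 1.97 in WT and 1.48 in SIRT5OE hearts, and 238 had the smaller absolute fold change in SIRT5OE hearts. The interaction term of limma, which tests whether TAC changed a gene by a different amount in the genotypes, called 0 genes at an adjusted p under 0.05. Its smallest adjusted p was 0.266, and 2206 genes had an unadjusted p under 0.05. Without WT TAC replicate 3 it called 45 genes and without SIRT5OE TAC replicate 1 it called 1.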

The lower number of DEGs in SIRT5OE mice after TAC suggests that transcriptional responses induced by pressure overload are partially mitigated by SIRT5 overexpression.

Unbiased analysis of gene signatures enriched by the DEGs of each group was performed using Ingenuity Pathway Analysis (IPA) and Gene Set Enrichment Analysis (GSEA)^27,28^. 

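Collagens rose with TAC in both genotypes: 19 of 20 collagen genes in WT hearts (20 when adjusted over the list alone) and 18 in SIRT5OE hearts (18 when adjusted over the list alone). Their median log2 fold changes were 2.25 and 1.44. The collagens had adjusted p = 2.4e-15 in WT and 3.1e-17 in SIRT5OE hearts from camera in limma, and adjusted p = 0.195 and 0.301 with an estimated correlation. Of 42 other ECM glycoproteins and modifiers, 39 rose and 1 fell in WT (the same numbers when adjusted over the list alone). In SIRT5OE hearts 26 rose and 1 fell (30 and 1 when adjusted over the list alone). These ECM genes had adjusted p = 6.5e-20 in WT and 1.66e-17 in SIRT5OE hearts from camera in limma, and adjusted p = 0.195 and 0.314 with an estimated correlation. The gene that fell in both, Emilin2, an elastic fiber glycoprotein, had log2 fold changes of -1.66 (standard error 0.17, adjusted p = 2.32e-05) and -0.75 (standard error 0.19, adjusted p = 0.0323) from limma. The number of collagens that rose in SIRT5OE hearts was 8 without SIRT5OE sham replicate 3 and 9 without SIRT5OE sham replicate 1. Of the other ECM genes the number was 8 to 17 without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 3. The call of Emilin2 in SIRT5OE hearts ended without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 3, or without the mean-variance trend (adjusted p = 0.063 to 0.164 from limma).

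On the metabolic side, 31 of 32 genes of fatty acid oxidation fell in WT hearts (31 when adjusted over the list alone), with a median log2 fold change of -0.96. Tested as a set, the genes had adjusted p = 6.04e-16 from camera in limma, and adjusted p = 0.199 with an estimated correlation. Over the 28 lists, camera called 16 in WT and 16 in SIRT5OE hearts, and none in either with an estimated correlation (6 and 4 at an unadjusted p under 0.05). The fry test of limma, which asks whether the genes of a list move 1 way on balance, called 17 lists in WT and 10 in SIRT5OE hearts.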

The top 5 most positively and negatively enriched Gene Ontology (GO) pathways based on normalized enrichment score (NES) were extracellular matrix (ECM) remodeling and metabolic pathways, respectively in sham to TAC comparisons of both genotypes, albeit to different magnitudes (Fig. 3E-F). 

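Comparing SIRT5OE TAC with WT TAC hearts, 318 genes differed, 165 higher and 153 lower in SIRT5OE hearts, and 1208 at an adjusted p under 0.05 alone from limma (635 higher, 573 lower). Most lay opposite to the response of WT hearts: 145 of the 153 lower genes had risen with TAC in WT, and 145 of the 165 higher genes had fallen. Socs3, the feedback inhibitor of IL-6 family receptors, was lower, at 276 ± 62.3 (SD, n = 4) normalized counts against 791 ± 339 (SD, n = 4) in WT TAC hearts. Its log2 fold change was -1.44 (standard error 0.25, adjusted p = 0.0226) from limma. Ankrd2, a stretch-induced ankyrin repeat protein, was lower with -2.80 (standard error 0.56, adjusted p = 0.0281), and Uck2 with -1.65 (standard error 0.33, adjusted p = 0.0283) from limma. Emilin2 was higher, with 0.92 (standard error 0.17, adjusted p = 0.0281), and so was Cycs, the electron carrier cytochrome c, with 0.63 (standard error 0.13, adjusted p = 0.0281) from limma. Emilin2 and Cycs passed at the adjusted p alone and are not among the 318. Of the 28 gene lists camera called 16 in this comparison, none of them with an estimated correlation (3 at an unadjusted p under 0.05), and fry called 12. The calls of Socs3, Ankrd2, Uck2, Emilin2 and Cycs ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or in a fit of the 2 groups alone (adjusted p = 0.0615 to 0.184 from limma). Those of Ankrd2, Uck2, Emilin2 and Cycs also ended in some of these cases, without SIRT5OE TAC replicate 1, or without the mean-variance trend (adjusted p = 0.0501 to 0.0652 from limma). The count of 318 was 4 without WT TAC replicate 2, 10 without WT TAC replicate 4, 7 without SIRT5OE TAC replicate 2, 5 without SIRT5OE TAC replicate 4 and 70 without SIRT5OE TAC replicate 1. It was 960 without WT TAC replicate 3 and 820 without SIRT5OE TAC replicate 3. The 1208 at the adjusted p alone from limma became 541 to 689 without WT sham replicate 1 or 2 or each SIRT5OE sham heart in turn, 6 without WT TAC replicate 2, 3372 without WT TAC replicate 3, 13 without WT TAC replicate 4, 192 without SIRT5OE TAC replicate 1, 8 without SIRT5OE TAC replicate 2, 2721 without SIRT5OE TAC replicate 3 and 5 without SIRT5OE TAC replicate 4. In a fit of the 2 groups alone the 318 became 3, without the mean-variance trend 21, with the replicate block 11 and with no filter on low values 84. The 11 left by the replicate block were all higher in SIRT5OE TAC hearts, so the calls of Socs3, Ankrd2 and Uck2 ended there as well. Leaving out a sham heart, which takes part in the estimate of spread, also moved the 318. It became 175, 163, 212 and 220 for WT sham replicates 1 to 4 and 192, 162 and 168 for SIRT5OE sham replicates 1 to 3.

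The WT TAC hearts enter both comparisons, which by itself ties their fold changes together. The 290 genes that lay opposite compare with 53.6 for independent lists. For unchanged groups that share these hearts, 20 data sets were simulated and the same numbers of genes taken by smallest p, 318 between the TAC groups and 5631 in WT. Of these, 218 on average lay opposite (209 to 232), in a test chosen after the data were seen. Across the 16690 genes, which are not independent replicates, the fold changes of the comparisons correlated at -0.736, against a simulated -0.496. Their covariance was -0.395 against a simulated -0.0787. The simulated genes varied independently and with the same spread in every group, which the real ones did not. The simulated 318 were taken by p alone, the real 318 by adjusted p and fold change. An excess beyond the shared hearts therefore cannot be read from the simulated values. With the WT TAC hearts split, 2 for each comparison, the correlation was -0.528 to -0.394, the covariance -0.326 to -0.231 and the count between the TAC groups 1 to 1392. Of the genes then called, 3 of 13, 649 of 1392, 4 of 8, 233 of 358, 1 of 1 and 97 of 131 lay opposite, at an adjusted p under 0.05 in limma for a response resting on 2 WT TAC hearts. At that threshold 0, 9, 0, 2, 0 and 0 lay in the same direction, in the same order. With the response at any p, 8, 1210, 7, 322, 1 and 125 were opposite in sign. The splits reuse the same hearts.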

The most enriched GO terms between TAC samples revealed that SIRT5OE TAC hearts show reduced activation of the immune system and suppressed ECM organization while maintaining expression of respiratory genes compared to WT TAC hearts (Fig. 3G). IPA analysis of these samples showed similar patterns of pathway enrichment (Supplemental Fig. 2C-E). In summary, based on PCA, HCA, and function enrichment analysis, transcriptomic analysis supports the conclusion that SIRT5 overexpression protects against pressure overload-induced HF partially through the suppression of molecular signaling pathways responsible for HF progression.

### Pressure overload induces similar metabolic changes in both WT and SIRT5OE hearts

Under normal conditions, the heart utilizes fatty acids as its main substrate for ATP generation. The failing heart increases glycolysis, without a concomitant increase in glucose oxidation, leading to overall decreased mitochondrial oxidative metabolism, resulting in an energy deficit^29^. 

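In WT hearts 64 of the 75 nuclear-encoded respiratory chain genes fell with TAC and none rose (67 when adjusted over the list alone). So did 12 of 13 genes of the mitochondrial genome (all 13 when adjusted over the list alone) and 20 of 21 TCA cycle genes (20 when adjusted over the list alone). Sdha, the flavoprotein of complex II, fell from 103058 ± 4022 (SD, n = 4) to 53058 ± 10173 (SD, n = 4) normalized counts, a log2 fold change of -0.98 (standard error 0.13, adjusted p = 0.000102 from limma). Ndufs1, the largest subunit of complex I, had -0.90 (standard error 0.13, adjusted p = 0.000129), and mt-Nd2, a complex I subunit encoded by mitochondrial DNA, -1.06 (standard error 0.22, adjusted p = 0.00155), both from limma. The median log2 fold changes of the lists were -0.57, -0.87 and -0.62. The nuclear-encoded genes had adjusted p = 5.89e-18 from camera in limma, and adjusted p = 0.264 with an estimated correlation. For the mitochondrial ones these were adjusted p = 3.54e-09 from camera in limma, and adjusted p = 0.195 with an estimated correlation. The TCA cycle had adjusted p = 4.66e-10 from camera in limma, and adjusted p = 0.21 with an estimated correlation. With quantile normalization the fall of mt-Nd2 ended (adjusted p = 0.126 from limma).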

Gene ontology analysis of the RNA-seq data revealed that WT TAC mice showed significant downregulation of cellular respiration and mitochondrial matrix composition pathways (Fig. 3E). Similarly, SIRT5OE mice post-TAC also showed reduced expression of genes in various catabolic processes, including fatty acid and small molecule metabolite breakdown (Fig. 3F). 

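After TAC, 9 of the 32 fatty acid oxidation genes fell in SIRT5OE hearts and none rose (22 fell when adjusted over the list alone). Their median log2 fold change was -0.44, with adjusted p = 3.49e-12 from camera in limma, and adjusted p = 0.327 with an estimated correlation. Ucp3, a mitochondrial carrier induced with fatty acid use, fell from 4112 ± 1246 (SD, n = 3) to 1379.8 ± 673 (SD, n = 4) normalized counts, a log2 fold change of -1.74 (standard error 0.48, adjusted p = 0.0488 from limma). Of 21 TCA cycle genes 1 fell (3 when adjusted over the list alone), with adjusted p = 2.36e-05 from camera in limma, and adjusted p = 0.471 with an estimated correlation. Of 75 nuclear-encoded respiratory chain genes 1 fell (0 when adjusted over the list alone), with adjusted p = 8.41e-06 from camera in limma, and adjusted p = 0.65 with an estimated correlation. None of the 13 mitochondrially encoded genes passed limma's test, 1 had an unadjusted p under 0.05, and the list had adjusted p = 0.0464 from camera in limma, and adjusted p = 0.65 with an estimated correlation. The call of Ucp3 ended without each WT sham heart in turn, WT TAC replicate 1, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1 or 3, or with no filter on low values, with quantile normalization, with upper-quartile scaling, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0506 to 0.178 from limma). The number of fatty acid oxidation genes that fell was 0 without SIRT5OE sham replicate 3, 1 to 5 without WT sham replicate 1, 2 or 4, SIRT5OE sham replicate 1 or 2 or SIRT5OE TAC replicate 3 and 14 without WT TAC replicate 2. For the TCA cycle it was 0 without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 3, 2 without WT TAC replicate 2 or 4 and 3 without WT TAC replicate 3. For the nuclear-encoded chain it was 0 without each WT sham heart in turn, WT TAC replicate 1, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 2, 3 or 4 and 2 to 4 without WT TAC replicate 2, 3 or 4 or SIRT5OE TAC replicate 1.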

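Slc2a1, the GLUT1 glucose transporter of the fetal heart, was at 2613 ± 1419 (SD, n = 4) normalized counts in WT TAC and 1059 ± 221 (SD, n = 4) in SIRT5OE TAC hearts, a log2 fold change of -1.14 (standard error 0.29, adjusted p = 0.0367 from limma). The glycolytic enzymes Pgam1 and Eno1 were lower in SIRT5OE TAC hearts as well, with -0.67 (standard error 0.15, adjusted p = 0.0326) and -0.55 (standard error 0.15, adjusted p = 0.0408) from limma. Pfkm, the muscle phosphofructokinase, was higher, with 0.49 (standard error 0.14, adjusted p = 0.0476), and so was Pfkfb2, the cardiac enzyme that makes its allosteric activator, with 0.92 (standard error 0.21, adjusted p = 0.0327), from limma. Of the 20 glycolysis genes, 3 were higher and 3 lower in SIRT5OE TAC hearts (3 and 6 when adjusted over the list alone). The list as a whole was not called, with a median log2 fold change of -0.25 and adjusted p = 0.0663 from camera in limma, and adjusted p = 0.512 with an estimated correlation. With TAC, 10 rose and 4 fell in WT hearts (11 and 5 when adjusted over the list alone), with adjusted p = 0.166 from camera in limma, and adjusted p = 0.657 with an estimated correlation. In SIRT5OE hearts 1 rose (1 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.414 from camera in limma, and adjusted p = 0.703 with an estimated correlation. This 1 became 0 without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 3. The calls of Slc2a1, Pgam1, Eno1, Pfkm and Pfkfb2 ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0505 to 0.196 from limma). Those of Slc2a1, Pgam1, Eno1 and Pfkm also ended in some of these cases, without each WT sham heart in turn, WT TAC replicate 1, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1 (adjusted p = 0.0505 to 0.0944 from limma). The number of glycolysis genes that rose in WT hearts was 6 without WT sham replicate 2 or WT TAC replicate 4. Lower in SIRT5OE TAC hearts were 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, 1 without WT sham replicate 1 or 2 or SIRT5OE sham replicate 2 or 3, 7 without WT TAC replicate 3 and 8 without SIRT5OE TAC replicate 3. Higher were 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4 and 1 without each WT sham heart in turn, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1.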

Comparison of the WT and SIRT5OE TAC transcriptomes revealed up-regulation of hallmark glycolytic genes in the WT TAC samples. Conversely, genes for fatty acid metabolism and components of the respiratory electron transport chain (ETC) were enriched in the SIRT5OE TAC samples (Fig. 4A). 

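Genes of fatty acid oxidation were higher in SIRT5OE TAC than in WT TAC hearts for 13 of 32 members and lower for none (25 higher when adjusted over the list alone). As a set these genes had adjusted p = 4.56e-12 from camera in limma, and adjusted p = 0.367 with an estimated correlation. Acadm, the medium-chain acyl-CoA dehydrogenase, stood at 59766 ± 8953 (SD, n = 4) against 40605 ± 8295 (SD, n = 4) normalized counts, a log2 fold change of 0.57 (standard error 0.14, adjusted p = 0.034 from limma). Decr1, which the oxidation of unsaturated fatty acids needs, had 0.65 (standard error 0.14, adjusted p = 0.0317), and Ucp3 1.87 (standard error 0.45, adjusted p = 0.0339), from limma. The calls of Acadm, Decr1 and Ucp3 ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, or in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0555 to 0.184 from limma). Those of Acadm and Ucp3 also ended with no filter on low values (adjusted p = 0.0531 to 0.057 from limma). The number of fatty acid oxidation genes called higher was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, 7 without SIRT5OE sham replicate 2, 8 without WT sham replicate 1 or 2 or SIRT5OE sham replicate 1 or 3, 23 without WT TAC replicate 3 and 24 without SIRT5OE TAC replicate 3.

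Of the 75 nuclear-encoded respiratory chain genes 9 were higher in SIRT5OE TAC hearts (27 when adjusted over the list alone), with adjusted p = 2.55e-11 from camera in limma, and adjusted p = 0.45 with an estimated correlation. Of the 13 mitochondrially encoded ones 3 were higher (11 when adjusted over the list alone), with adjusted p = 1.06e-09 from camera in limma, and adjusted p = 0.352 with an estimated correlation. Of 21 TCA cycle genes 6 were higher (15 when adjusted over the list alone), with adjusted p = 9.74e-08 from camera in limma, and adjusted p = 0.398 with an estimated correlation. Sdha had 0.51 (standard error 0.13, adjusted p = 0.0374) and mt-Atp8, a subunit of ATP synthase, 1.15 (standard error 0.25, adjusted p = 0.032), both from limma. The calls of Sdha and mt-Atp8 ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0505 to 0.189 from limma). That of Sdha also ended without WT sham replicate 1 or 2, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1, or with quantile normalization (adjusted p = 0.0506 to 0.0747 from limma). The number of nuclear-encoded genes called higher was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, 3 to 5 without WT sham replicate 1 or 2 or each SIRT5OE sham heart in turn, 25 without SIRT5OE TAC replicate 3 and 38 without WT TAC replicate 3. For the mitochondrially encoded genes it was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, 1 without WT sham replicate 1 or 2, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1, 8 without SIRT5OE TAC replicate 3 and 9 without WT TAC replicate 3. Of the TCA cycle genes it was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, 2 without SIRT5OE sham replicate 2, 3 without WT sham replicate 1 or 2 or SIRT5OE sham replicate 1 or 3, 10 without SIRT5OE TAC replicate 3 and 16 without WT TAC replicate 3.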

Overall, SIRT5OE TAC hearts exhibits an intermediate metabolic state between healthy (sham) hearts and the failing, WT TAC hearts 4 weeks after TAC.

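For each of the metabolic lists, the median change with TAC lay closer to 0 in SIRT5OE than in WT hearts. In SIRT5OE hearts it was -0.27 for the TCA cycle, -0.20 for the nuclear-encoded and -0.16 for the mitochondrially encoded respiratory chain on the log2 scale. The test of the interaction of genotype and TAC called fatty acid oxidation and these lists. It gave adjusted p = 4.82e-09 for fatty acid oxidation, 5.62e-15 for the nuclear-encoded chain, 9.15e-12 for the mitochondrially encoded chain and 2.29e-07 for the TCA cycle from camera in limma. In the same order, adjusted p = 0.419, 0.419, 0.4 and 0.419 with an estimated correlation. None of the members of the 4 lists passed limma's interaction test on its own (0, 11, 2 and 0 when adjusted over the list alone). At an unadjusted p under 0.05 there were 15 of fatty acid oxidation, 37 and 9 of the chain and 8 of the TCA cycle.

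**Figure D1:**
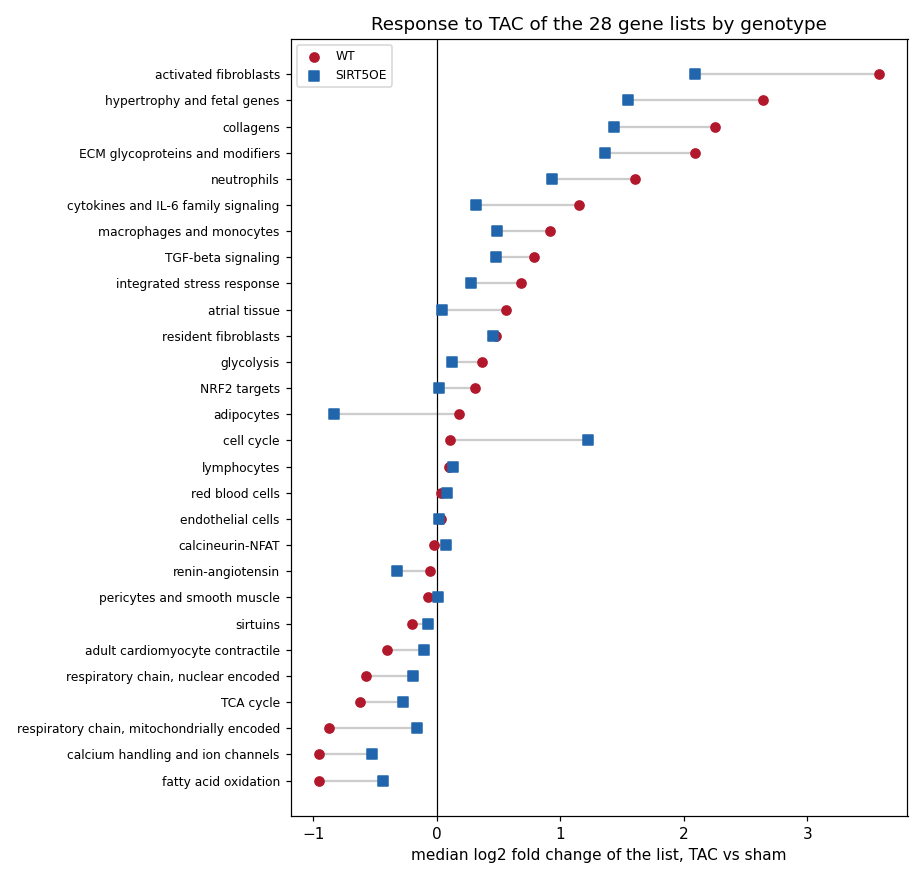
Median log2 fold change with TAC of the 28 gene lists in WT (circles) and SIRT5OE hearts (squares), joined by a line for each list. The square lies closer to 0 than the circle for 22 lists and further from 0 for 6, which are the cell cycle, adipocyte, renin-angiotensin, calcineurin-NFAT, red blood cell and lymphocyte lists.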

**Figure 4:**
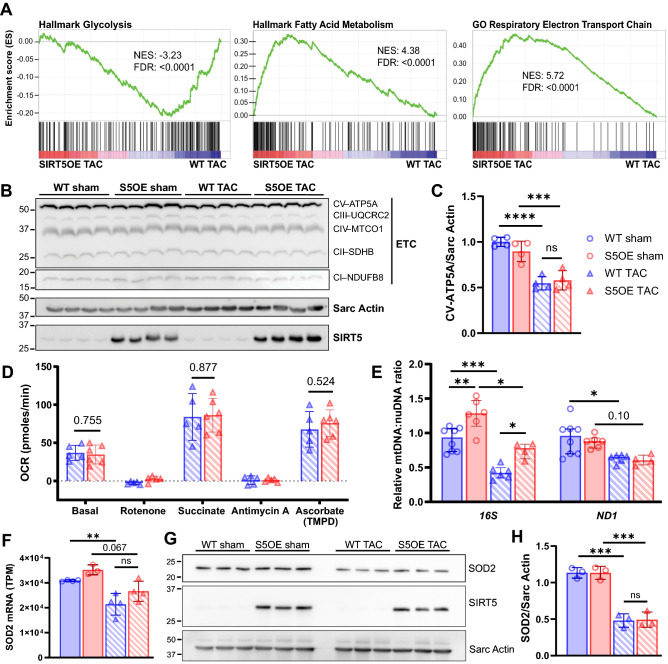
WT TAC mice exhibit a metabolic shift by RNA-seq, but are functionally comparable to SIRT5OE TAC mice four weeks post-surgery. **(A)** GSEA of SIRT5OE TAC compared to WT TAC RNA-seq samples. NES: normalized enrichment score. FDR: false discovery rate. **(B-C)** Immunoblot analysis of electron transport chain subunits and quantification of CV-ATP5A. Original immunoblot images are presented in Supplemental Fig. 8A. **(D)** Agilent/Seahorse analysis of electron flow through the ETC in mitochondria isolated from WT (*n* = 5) and SIRT5OE (*n* = 6) hearts 4 weeks after TAC. y-axis indicates oxygen consumption rate (OCR) in pmol/min. **(E)** qPCR of mitochondrially encoded (mtDNA) genes *16S* and *ND1*, normalized to *HK2*, encoded by the nuclear genome (nuDNA). **(F)** *Sod2* mRNA levels measured by RNA-seq. **(G-H)** SOD2 immunoblot from heart lysates and quantification. Original immunoblot images are presented in Supplemental Fig. 9A.

To investigate whether RNA expression differences in these metabolic pathways manifested at the protein level, we immunoblotted for components of the ETC, and found similar reductions in expression in both TAC groups (Fig. 4B-C, Supplemental Fig. 3A). We then directly assessed ETC activity using mitochondria isolated from hearts four weeks post-TAC using the Agilent/Seahorse XFe96 analyzer. Both groups exhibited similar rates of election flow (Fig. 4D).

With comparable protein expression levels of ETC components, and electron flow, we then asked whether differences in total mitochondrial content might contribute to the discrepancies in LV function between the two TAC groups at four weeks post-surgery. Mitochondrial mass was quantified using two distinct approaches. First, qPCR was performed for mitochondrial protein-encoding genes *16S* and *Nd1,* and normalized to *Hk2.* Then, each sample was normalized to WT sham (Fig. 4E)^30^. Second, we assessed mRNA and protein levels of the mitochondrial protein SOD2 (Fig. 4F-H). In both assays, TAC resulted in a notable decrease in mitochondrial content, particularly in WT mice. However, only modest differences were evident between genotypes in the TAC groups. 

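Sod2 (ENSMUSG00000006818, chromosome 17 from 13006846 to 13040063 on GRCm38) encodes the superoxide dismutase of the mitochondrial matrix. Its transcript fell with TAC in WT hearts, from 30897 ± 348 (SD, n = 4) to 21383 ± 4357 (SD, n = 4) normalized counts, a log2 fold change of -0.56 (standard error 0.14, adjusted p = 0.00512 from limma). In SIRT5OE hearts it went from 35168 ± 1991 (SD, n = 3) to 26599.6 ± 4044 (SD, n = 4), a log2 fold change of -0.41 (standard error 0.15, adjusted p = 0.108 from limma). SIRT5OE TAC and WT TAC hearts differed by 0.33 (standard error 0.14, adjusted p = 0.126) on the log2 scale in limma. The interaction of genotype and TAC had adjusted p = 0.777 from limma. Without WT TAC replicate 3 the difference between the TAC groups passed (adjusted p = 0.0344 from limma).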

From these data, overall we conclude that while WT and SIRT5OE TAC hearts show transcriptional differences related to electron transport and other metabolic pathways, these expression differences do not robustly manifest at the level of electron transport chain activity, levels of respiratory complexes proteins, or mitochondrial content.

To test whether the cardio-protective properties of SIRT5 overexpression might be associated with alterations in the metabolome, we performed unbiased metabolomics on cardiac samples across all groups at four weeks post-surgery using LC/MS-based mass spectrometry. PCA showed minimal variance between samples on the first two principal components (Fig. 5A). TAC was the main influence on sample clustering, with minimal contribution by genotype. Analysis of metabolite differences between genotypes also supported this conclusion, with only 6 and 4 metabolites significantly altered in WT sham to SIRT5OE sham and WT TAC to SIRT5OE TAC comparisons, respectively. In contrast, the WT sham to TAC comparison showed the greatest number of significantly different metabolites (44), followed by the SIRT5OE sham to TAC comparison (25).

**Figure 5:**
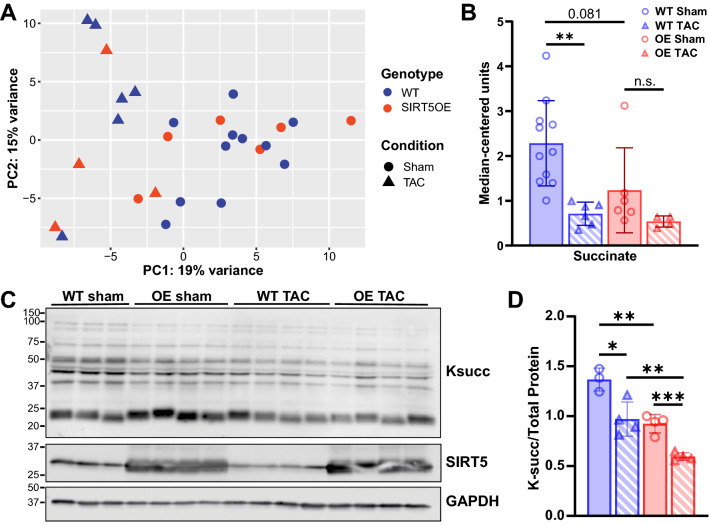
TAC alters the cardiac metabolomic landscape. **(A)** PCA of the metabolomics data from hearts four weeks post-surgery across all groups [WT sham (n = 10), WT TAC (*n* = 6), SIRT5OE sham (*n* = 6) and SIRT5OE TAC (*n* = 4)]. **(B)** Succinate levels. **(C-D)** Immunoblot analysis of Ksucc in sham and TAC mice, with quantification. Statistical significance was determined using two-way ANOVA followed by Sidak’s correction for multiple comparisons for 4-group analyses. Original immunoblot images are presented in Supplemental Fig. 10A.

Increased glucose usage and glycolytic flux are commonly observed during HF^31^. Levels of glycolytic metabolites did not show any significant changes between groups (Supplemental Fig. 4A-B). In contrast, several TCA cycle metabolites were significantly affected by TAC (Supplemental Table 2, Supplemental Fig. 4C-D). Succinate levels exhibited an interesting pattern, showing decreased levels with both TAC and SIRT5 overexpression (Fig. 5B). Since succinate is a substrate of SDH, a known SIRT5 target, we directly measured SDH activity but found no differences between the groups (Supplemental Fig. 5A). This result was consistent with electron flow data, where no differences in complex II/SDH activity were observed between mitochondria isolated from TAC hearts (Fig. 4C). Succinate is also linked to SIRT5 through SIRT5’s desuccinylase activity, as succinyl-CoA donates the succinyl group used to generate the succinyl-lysine modification (Supplemental Fig. 5B). Ksucc levels were lower in both SIRT5OE and TAC samples (Fig. 5C-D).

To complement these data, we obtained heart tissue samples from human HF patients. Similar to the mouse hearts, Ksucc levels trended lower in the human failing hearts compared to the control samples (*p* = 0.07) (Supplemental Fig. 5C-D). Therefore, cardiac stress leads to decreased levels of Ksucc, independent of *SIRT5* genotype, in both mice and humans. Taken together, transcriptomic and metabolomic analyses reflect a primarily TAC-driven, rather than genotype-associated, shift in the metabolic landscape in both genotypes following TAC.

### Cardiac fibrosis is suppressed in the SIRT5OE mice after TAC.

To further investigate the underpinnings of the improved response of SIRT5OE mice to TAC, we extracted a list of pathways IPA categorized as “cardiovascular disease-related pathways” (Fig. 6A). These pathways play critical roles in the development and progression of pathologic hypertrophy and HF, and all were more significantly enriched in WT mice with TAC compared to SIRT5OE mice. Fibrosis-related pathways (*i.e.,* “Hepatic fibrosis signaling pathway”, “Apelin cardiac fibroblast signaling pathway”, “TGF-β signaling”) were readily apparent (Figs. 6A and 3E-G). Hepatic Fibrosis Signaling was the most significant pathway identified in the IPA analysis, and includes signaling occurring during fibroblast activation, an essential process during adaptive hypertrophy by which resident fibroblasts differentiate into myofibroblasts (Fig. 6A). However, sustained myofibroblast activity results in excessive cardiac remodeling and is also a major contributor to LV dysfunction^32^.

**Figure 6:**
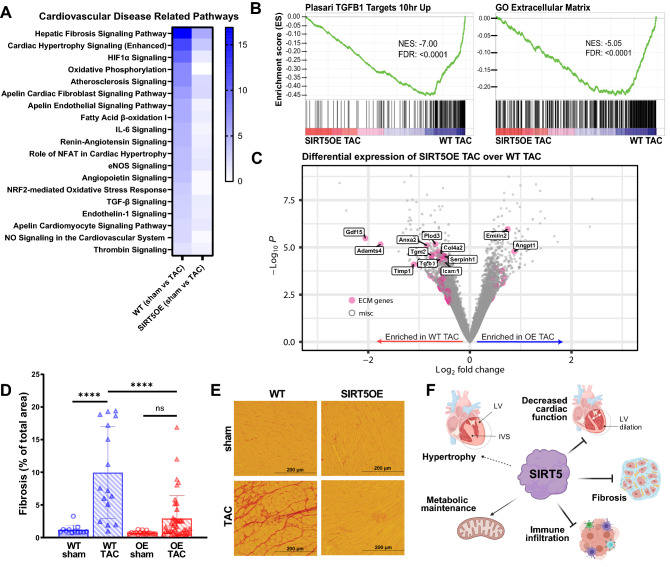
SIRT5OE protects against TAC-induced fibrosis four weeks after surgery. **(A)** Heat map of gene ontology analysis of WT (sham vs TAC) and SIRT5OE (sham vs TAC) mapping to cardiovascular disease related pathways using IPA. Blue color scale represents -log(p-value) of each pathway. **(B)** GSEA of SIRT5OE TAC compared to WT TAC RNA-seq samples. NES: normalized enrichment score. FDR: false discovery rate. **(C)** Volcano plot highlighting significant genes in from the GO: collagen containing extracellular matrix gene list. **(D)** Quantification of the amount of fibrosis in each heart sample, expressed in percentage [WT sham (*n* = 3), WT TAC (*n* = 4), SIRT5OE sham (*n* = 4) and SIRT5OE TAC (*n* = 10)]. Two-way ANOVA interaction term: p-value = 0.0012. **(E)** Representative images of heart sections stained with Picrosirius red for collagen. **(F)** Summary figure of effects of SIRT5 overexpression during pressure overload.

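Tgfb2, a ligand of the TGFβ pathway, was at 4613 ± 2218 (SD, n = 4) normalized counts in WT TAC and 1828 ± 1133 (SD, n = 4) in SIRT5OE TAC hearts, a log2 fold change of -1.35 (standard error 0.35, adjusted p = 0.0367 from limma). Pmepa1, a target gene that feeds back on the pathway, was at 5225 ± 1696 and 2651 ± 893, a log2 fold change of -0.98 (standard error 0.22, adjusted p = 0.0326 from limma). Of 23 genes of TGFβ signaling, 4 were lower in SIRT5OE TAC than in WT TAC hearts and 1 was higher (10 and 1 when adjusted over the list alone), with adjusted p = 0.000373 from camera in limma, and adjusted p = 0.398 with an estimated correlation. With TAC 17 rose and 2 fell in WT hearts (18 and 2 when adjusted over the list alone). In SIRT5OE hearts 4 rose and 1 fell (9 and 3 when adjusted over the list alone). The list had adjusted p = 3.39e-06 in WT and 0.000636 in SIRT5OE hearts from camera in limma, and adjusted p = 0.21 and 0.471 with an estimated correlation. The calls of Tgfb2 and Pmepa1 between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0505 to 0.185 from limma). That of Tgfb2 also ended without WT sham replicate 1 or 2 or SIRT5OE sham replicate 2 or 3 (adjusted p = 0.0505 to 0.0511 from limma). The number lower in SIRT5OE TAC hearts was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, 2 without WT sham replicate 1 or 2 or SIRT5OE sham replicate 2 or 3 and 10 without WT TAC replicate 3 or SIRT5OE TAC replicate 3. The 1 higher there became 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4. The number that rose in SIRT5OE hearts was 0 without SIRT5OE sham replicate 1 or 3 and 1 without SIRT5OE sham replicate 2 or SIRT5OE TAC replicate 3. The 1 that fell became 0 without each WT sham heart in turn, WT TAC replicate 1, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 2, 3 or 4.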

GSEA confirmed that WT TAC samples were significantly enriched with genes upregulated by TGFβ1, a cytokine central to the fibrotic activation response (Fig. 6B). TGFβ1 triggers expression of a fibrotic gene program that stimulates proliferation, cell migration, and increased secretion various macromolecules that restructure the ECM and promote wound healing^33^. 

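Among the ECM components, Col1a1 (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042), the main chain of type I collagen, was at 26203 ± 11019.8 (SD, n = 4) normalized counts in WT TAC and 10768 ± 6424 (SD, n = 4) in SIRT5OE TAC hearts. Its log2 fold change was -1.35 (standard error 0.32, adjusted p = 0.034) from limma. Col4a2 (ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287), a basement membrane collagen, had -0.73 (standard error 0.16, adjusted p = 0.0324) from limma. Fbn1 (ENSMUSG00000027204, chromosome 2 from 125300594 to 125507993), the microfibril protein fibrillin 1, had -0.87 (standard error 0.26, adjusted p = 0.0518) from limma. Among the ECM modifying genes, Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735), an inhibitor of matrix metalloproteinases, was at 7855 ± 7404 and 1009.7 ± 881, a log2 fold change of -2.70 (standard error 0.71, adjusted p = 0.0383 from limma). Adamts4 (ENSMUSG00000006403, chromosome 1 from 171250421 to 171260637), an aggrecanase, had -2.53 (standard error 0.63, adjusted p = 0.0345) from limma. Anxa2 (ENSMUSG00000032231, chromosome 9 from 69453620 to 69491795), which binds plasminogen at the cell surface, had -1.04 (standard error 0.25, adjusted p = 0.0337) from limma. Plod3 (ENSMUSG00000004846, chromosome 5 from 136987019 to 136996648), a lysyl hydroxylase of collagen, had -0.82 (standard error 0.18, adjusted p = 0.0317) from limma. The calls of Col1a1, Col4a2, Timp1, Adamts4, Anxa2 and Plod3 ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, or in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.053 to 0.188 from limma). Those of Col1a1, Col4a2, Timp1, Adamts4 and Anxa2 also ended in some of these cases, without WT sham replicate 1, 2 or 4 or each SIRT5OE sham heart in turn, or with no filter on low values (adjusted p = 0.0502 to 0.0623 from limma). Fbn1 passed without WT TAC replicate 3 or SIRT5OE TAC replicate 3, or with the stricter filter or with array weights (adjusted p = 0.00232 to 0.0474 from limma).

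Of the cytokines and signaling genes, Gdf15 (ENSMUSG00000038508, chromosome 8 from 70629393 to 70632456), a stress-induced cytokine, was at 2441 ± 1683 (SD, n = 4) in WT TAC and 279 ± 219.6 (SD, n = 4) in SIRT5OE TAC hearts, a log2 fold change of -3.08 (standard error 0.60, adjusted p = 0.0281 from limma). Tgfb1 (ENSMUSG00000002603, chromosome 7 from 25687002 to 25705077) had -0.76 (standard error 0.18, adjusted p = 0.0337) from limma. Icam1 (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817), the adhesion molecule that leukocytes bind, had -0.62 (standard error 0.15, adjusted p = 0.0337) from limma. Serpinh1, the chaperone of procollagen, was lower as well, at -0.63 (standard error 0.14, adjusted p = 0.0317) from limma. With TAC in WT hearts Col1a1 rose by 2.88 (standard error 0.32, adjusted p = 3.1e-05), Timp1 by 5.73 (standard error 0.71, adjusted p = 5.88e-05) and Gdf15 by 5.39 (standard error 0.60, adjusted p = 2.93e-05) on the log2 scale in limma. In SIRT5OE hearts the same genes had 1.50 (standard error 0.35, adjusted p = 0.0245), 3.10 (standard error 0.77, adjusted p = 0.0311) and 2.21 (standard error 0.64, adjusted p = 0.0586) from limma. The calls of Tgfb1, Gdf15, Icam1 and Serpinh1 between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0652 to 0.184 from limma). Those of Tgfb1 and Icam1 also ended without SIRT5OE TAC replicate 1, or with no filter on low values (adjusted p = 0.0511 to 0.0531 from limma). The calls of Col1a1 and Timp1 in SIRT5OE hearts ended without each SIRT5OE sham heart in turn, or without the mean-variance trend (adjusted p = 0.0566 to 0.141 from limma). That of Timp1 also ended without SIRT5OE TAC replicate 1 or 3, or with no filter on low values (adjusted p = 0.0504 to 0.0945 from limma). There Gdf15 passed without WT TAC replicate 2 or 3, or in a fit of the 2 groups alone or with array weights (adjusted p = 0.0278 to 0.046 from limma).

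Over whole lists, 6 of 20 collagens were lower in SIRT5OE TAC hearts (17 when adjusted over the list alone), with adjusted p = 1.5e-08 from camera in limma, and adjusted p = 0.367 with an estimated correlation. Of the 42 other ECM glycoproteins and modifiers 17 were lower and 1 higher (35 and 1 when adjusted over the list alone), with adjusted p = 2.6e-12 from camera in limma, and adjusted p = 0.367 with an estimated correlation. None of 15 endothelial markers differed between the TAC groups in limma, with 3 at an unadjusted p under 0.05 and adjusted p = 0.576 from camera in limma, and adjusted p = 0.738 with an estimated correlation. The number of lower collagens was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, 3 without WT sham replicate 1 or 4 or SIRT5OE sham replicate 1 or 3 and 16 without WT TAC replicate 3 or SIRT5OE TAC replicate 3. The number of lower ECM genes was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, 1 to 11 without each WT sham heart in turn, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1 and 33 without WT TAC replicate 3 or SIRT5OE TAC replicate 3. The 1 higher became 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4. Endothelial markers lower in SIRT5OE TAC hearts numbered 1 without WT TAC replicate 1 or SIRT5OE TAC replicate 3 and 2 without WT TAC replicate 3.

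**Figure D2:**
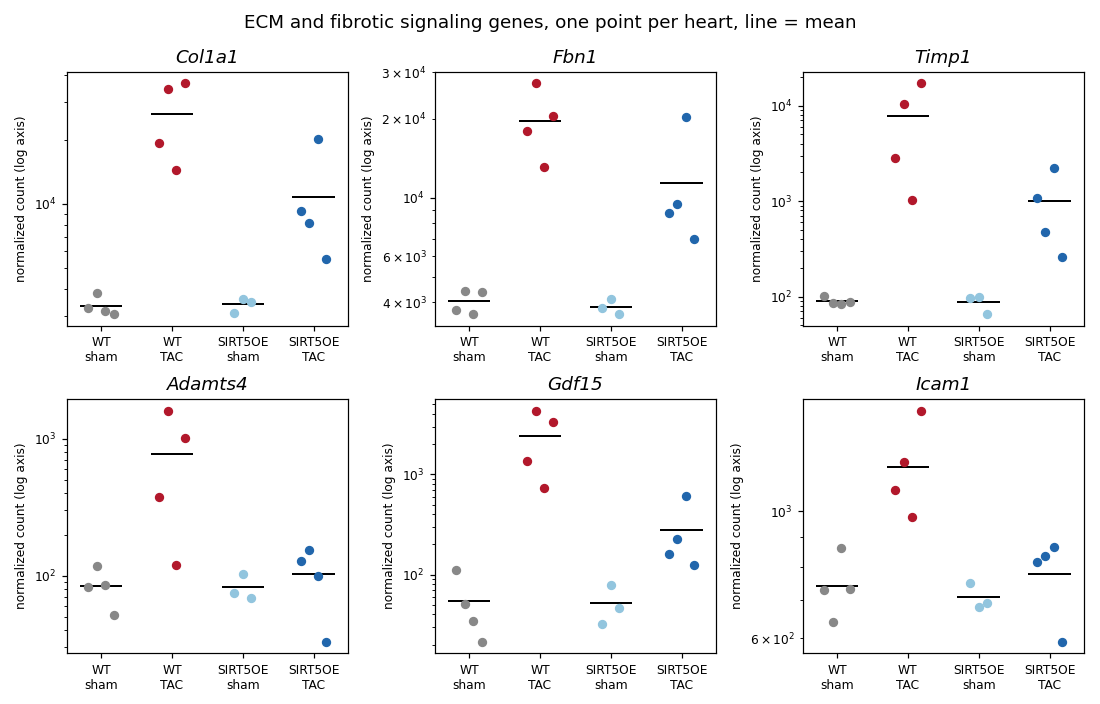
Normalized counts (log axis) of 6 ECM and fibrotic signaling genes in the 15 hearts, 1 point per heart with a line at the mean of each group. For Gdf15 every SIRT5OE TAC heart lies below every WT TAC heart, while for Col1a1, Fbn1 and Timp1 the highest SIRT5OE TAC heart lies among the WT TAC hearts.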

ECM-related genes were highly enriched in WT TAC samples, including ECM components (*Col1a1, Col4a2, Fbn1*), ECM modifying genes (*Timp1*, *Adamts4, Anxa2, Plod3*), and fibrotic signaling cytokines (*Tgfβ1, Gdf15, Icam1*) (Fig. 6B-C)^33,34^. mRNA levels of these genes were significantly lower in the SIRT5OE hearts after TAC. Thus, SIRT5 overexpression suppresses pressure overload-induced fibrosis signaling. These differences in mRNA expression were also reflected in tissue histology. Staining for collagen using picrosirius red showed a dramatic increase in ECM accumulation in WT TAC but not SIRT5OE TAC tissue (Fig. 6D-E). Thus, gene ontology and histologic analyses show that SIRT5 overexpression blunts TAC-induced cardiac fibrosis.

## Discussion

Taken together, these data demonstrate that SIRT5 is a limiting factor in maintaining cardiac structure and function during chronic pressure overload. Supra-physiological SIRT5 expression protects against HF-associated phenotypes, in particular systolic dysfunction and fibrosis (Fig. 6F). Elevated SIRT5 levels preserved cardiac contractile function after 4 weeks of pressure overload, at which point WT mice had developed systolic dysfunction, characterized by decreased EF, ventricular dilation, remodeling and fibrosis. 

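Il6 itself was low in sham hearts and rose with TAC in WT hearts, from 0.909 ± 0.84 (SD, n = 4) to 152 ± 108 (SD, n = 4) normalized counts, a log2 fold change of 6.07 (standard error 0.95, adjusted p = 0.000232 from limma). SIRT5OE TAC hearts had 22.2 ± 31.4 (SD, n = 4), which is a log2 fold change of -3.29 (standard error 0.95, adjusted p = 0.0481 from limma) against WT TAC hearts. Lif, a cytokine of the same family, had -2.53 (standard error 0.67, adjusted p = 0.038) in that comparison with limma. Agtr1a, the angiotensin II receptor, fell by 1.47 on the log2 scale in WT (standard error 0.24, adjusted p = 0.000317 from limma) and was higher in SIRT5OE TAC than in WT TAC hearts, at 0.88 (standard error 0.24, adjusted p = 0.042). Ace, the angiotensin-converting enzyme, rose by 1.91 (standard error 0.24, adjusted p = 6.03e-05) in WT and 1.14 (standard error 0.26, adjusted p = 0.0222) in SIRT5OE hearts on the log2 scale in limma. Of 8 renin-angiotensin genes measured, 2 rose and 3 fell in WT hearts (2 and 3 when adjusted over the list alone), with adjusted p = 0.955 from camera in limma, and adjusted p = 0.98 with an estimated correlation. In SIRT5OE hearts 1 rose (2 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.992 from camera in limma, and adjusted p = 0.992 with an estimated correlation. This 1 became 0 without each SIRT5OE sham heart in turn and 2 without WT TAC replicate 3 or 4 or SIRT5OE TAC replicate 1 or 2. Agtr1a was the 1 member that differed between the TAC groups (1 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.948 from camera in limma, and adjusted p = 0.948 with an estimated correlation. The calls of Il6, Lif and Agtr1a between the TAC groups ended without WT sham replicate 1 or 2, WT TAC replicate 2 or 4, SIRT5OE sham replicate 2 or 3 or SIRT5OE TAC replicate 1, 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0505 to 0.188 from limma). Those of Il6 and Agtr1a also ended in some of these cases, without WT sham replicate 3 or 4, WT TAC replicate 1 or SIRT5OE sham replicate 1, or with a pseudocount of 0.5, with the stricter filter or with quantile normalization (adjusted p = 0.0513 to 0.0613 from limma). The call of Ace in SIRT5OE hearts ended without each SIRT5OE sham heart in turn, or without the mean-variance trend (adjusted p = 0.0539 to 0.102 from limma). Renin-angiotensin genes that rose in WT hearts numbered 1 without WT sham replicate 3 or 4 or WT TAC replicate 1, 2 or 4, and those lower in SIRT5OE TAC hearts 1 without WT TAC replicate 3 or SIRT5OE TAC replicate 3.

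Rcan1, the calcineurin inhibitor whose transcription NFAT drives, rose from 4425 ± 542 to 30169.7 ± 9719 in WT and from 4169 ± 701 to 10739 ± 4720.3 in SIRT5OE hearts. Its log2 fold changes were 2.71 (standard error 0.28, adjusted p = 2.16e-05) and 1.27 (standard error 0.30, adjusted p = 0.0254) from limma, and -1.53 (standard error 0.28, adjusted p = 0.0242) between the TAC groups. Of the 11 genes of calcineurin and NFAT signaling, 2 rose and 2 fell in WT hearts (the same when adjusted over the list alone), with adjusted p = 0.955 from camera in limma, and adjusted p = 0.98 with an estimated correlation. In SIRT5OE hearts 1 rose (1 higher and 1 lower when adjusted over the list alone), with adjusted p = 0.414 from camera in limma, and adjusted p = 0.65 with an estimated correlation. This 1 became 0 without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1 or 3. In SIRT5OE TAC hearts 2 were lower than in WT TAC hearts, Rcan1 and the cardiac transcription factor Gata4, and 1 was higher, the transcription factor Mef2a (the same when adjusted over the list alone). Tested as a set, the genes had adjusted p = 0.725 from camera in limma, and adjusted p = 0.851 with an estimated correlation there. Gata4 had -0.40 (standard error 0.12, adjusted p = 0.0493) and Mef2a 0.53 (standard error 0.13, adjusted p = 0.0342) from limma. The interaction of genotype and TAC had adjusted p = 0.349 for Il6, 0.391 for Agtr1a and 0.349 for Rcan1 from limma. The calls of Rcan1, Gata4 and Mef2a between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0634 to 0.188 from limma). Those of Gata4 and Mef2a also ended in some of these cases, without each WT sham heart in turn, WT TAC replicate 1, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1, or with a pseudocount of 0.5 or with no filter on low values (adjusted p = 0.05 to 0.0841 from limma). The call of Rcan1 in SIRT5OE hearts ended without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1 or 3, or without the mean-variance trend (adjusted p = 0.0502 to 0.135 from limma).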

Consistently, RNA-seq analysis revealed that key cardiac disease-related signaling pathways, including TGFβ, IL6, Renin-Angiotensin, and NFAT, were blunted in SIRT5OE TAC mice. These data demonstrate a cardioprotective role of SIRT5 in response to stress and are consistent with several previous studies showing that SIRT5KO mice are more susceptible to damage and dysfunction after cardiac stress^12,16–18^.

At least three non-mutually exclusive models may explain how SIRT5 confers protection against the deleterious consequences of TAC-induced pressure overload. First, SIRT5-mediated regulation of specific metabolic pathways is an attractive model, as metabolic dysfunction is both a driver and a consequence of hypertrophy and HF^29^. A variety of studies have shown that SIRT5-dependent regulation of its targets can be highly context-dependent^35^. Studies conducted using SIRT5KO mice and cell culture models have indicated that SIRT5 promotes fatty acid oxidation by desuccinylating ECHA^12^. The heart shifts from fatty acid oxidation to increased glucose consumption upon hypertrophy and failure^29^. In our studies, WT TAC mice exhibited transcriptional downregulation of genes involved in fatty acid catabolism and oxidative phosphorylation, with concurrent upregulation of glycolytic genes, compared to SIRT5OE TAC mice. However, these transcriptional signatures were not reflected in changes in ETC protein expression, electron flow, or total mitochondrial content.

In an ischemia–reperfusion model, SIRT5KOs exhibited a larger infarct size, and inhibition of SDH reduced this infarct size in both WT and SIRT5KO mice^16^. Furthermore, succinate injection is sufficient to induce cardiomyocyte hypertrophy^36^. Our metabolomics analysis revealed a borderline significant elevation (*p* = 0.08) in succinate levels in the WT sham hearts compared to SIRT5OE sham hearts (Fig. 5B). Although SIRT5 regulates SDH activity in a cell- and context-dependent fashion^8,35,37^, we were unable to detect changes in SDH activity in our SIRT5OE mice. Nevertheless, overexpression of SIRT5 might protect against hypertrophy and HF through regulating levels of succinate, and/or other key metabolites.

ROS management may represent another target of SIRT5 in the context of SIRT5-mediated cardioprotection. Increased ROS production due to pathological stimuli, including cytokine signaling or mechanical stretching, can stimulate cardiomyocyte hypertrophy, ventricular dilation, and contractile dysfunction^38^. Rat myoblasts treated with H_2_O_2_ show decreased SIRT5 levels and induction of apoptosis; in contrast, we did not observe changes in SIRT5 transcript or protein levels after TAC (Supplemental Fig. 2A-B). In rat myoblasts, SIRT5 overexpression protects against H_2_O_2_-driven apoptosis through interactions with BCL-XL, an anti-apoptotic member of the Bcl-2 family^39^. In other cell types, SIRT5 reduces cellular ROS levels via desuccinylation-mediated activation of SOD1 and promotes NADPH production by desuccinylation and deglutarylation of IDH2 and G6PD, respectively^35^. Elevated cellular ROS induces expression of a specific set of genes to detoxify ROS, an effect mediated in part through the NRF2 transcription factor^40^. 

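Srxn1, which reduces oxidized peroxiredoxins, and Txnrd1, the cytosolic thioredoxin reductase, are targets of the transcription factor NRF2. In WT hearts Srxn1 rose from 1343 ± 139 (SD, n = 4) to 2500.2 ± 599 (SD, n = 4) normalized counts, a log2 fold change of 0.87 (standard error 0.14, adjusted p = 0.000229 from limma). Txnrd1 rose there by 0.48 (standard error 0.10, adjusted p = 0.00268) on the log2 scale in limma. In SIRT5OE hearts Srxn1 had 0.27 (standard error 0.15, adjusted p = 0.289) and Txnrd1 -0.04 (standard error 0.11, adjusted p = 0.874) from limma. Hmox1, the inducible heme oxygenase, rose in WT hearts, with 1.27 (standard error 0.34, adjusted p = 0.00987), and had 0.37 (standard error 0.37, adjusted p = 0.606) in SIRT5OE hearts, from limma. Of 20 NRF2 targets, 5 rose and 3 fell in WT hearts (7 and 4 when adjusted over the list alone), with adjusted p = 0.104 from camera in limma, and adjusted p = 0.647 with an estimated correlation. In SIRT5OE hearts 1 rose and 1 fell (4 and 1 when adjusted over the list alone), with adjusted p = 0.414 from camera in limma, and adjusted p = 0.72 with an estimated correlation. In SIRT5OE TAC hearts 2 were lower than in WT TAC hearts, Srxn1 with -0.54 (standard error 0.14, adjusted p = 0.035) and Txnrd1 with -0.38 (standard error 0.10, adjusted p = 0.0424) from limma. The number was 2 when adjusted over the list alone, and the list had adjusted p = 0.0509 from camera in limma, and adjusted p = 0.512 with an estimated correlation. The interaction of genotype and TAC had adjusted p = 0.349 from limma for both genes, and for the list adjusted p = 0.253 from camera in limma, and adjusted p = 0.718 with an estimated correlation. The calls of Srxn1 and Txnrd1 between the TAC groups ended without WT TAC replicate 2 or 4, SIRT5OE sham replicate 2 or SIRT5OE TAC replicate 1, 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0504 to 0.188 from limma). That of Txnrd1 also ended without each WT sham heart in turn or SIRT5OE sham replicate 1 or 3, or with array weights (adjusted p = 0.05 to 0.0588 from limma). NRF2 targets that rose in WT hearts numbered 8 without WT TAC replicate 1. The 1 that rose in SIRT5OE hearts became 0 without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 3 and 2 without WT TAC replicate 3 or 4 or SIRT5OE TAC replicate 2. The 1 that fell there became 0 without WT sham replicate 1 or 4, WT TAC replicate 1, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 2, 3 or 4. Lower in SIRT5OE TAC hearts were 0 without WT TAC replicate 2 or 4, SIRT5OE sham replicate 2 or SIRT5OE TAC replicate 1, 2 or 4, 1 without each WT sham heart in turn or SIRT5OE sham replicate 1 or 3 and 4 without WT TAC replicate 1.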

NRF2-mediated oxidative stress response was significantly enriched in both WT and SIRT5OE RNA-seq comparisons, but blunted in the latter group (Fig. 6A). Future studies are needed to determine whether this effect is a driver or a consequence of attenuated cardiac dysfunction in SIRT5OE mice.

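Cxcl2, a chemokine that draws neutrophils, was at 43.5 ± 7.61 (SD, n = 4) normalized counts in WT TAC and 5.44 ± 1.68 (SD, n = 4) in SIRT5OE TAC hearts, a log2 fold change of -2.81 (standard error 0.48, adjusted p = 0.0226 from limma). Of 27 genes of cytokines and IL-6 family signaling, 8 were lower in SIRT5OE TAC hearts and none higher (11 lower when adjusted over the list alone), with adjusted p = 2.89e-05 from camera in limma, and adjusted p = 0.352 with an estimated correlation. With TAC, 17 rose and 1 fell in WT hearts (20 and 2 when adjusted over the list alone), and 2 rose in SIRT5OE hearts (2 when adjusted over the list alone). The list had adjusted p = 8.36e-06 in WT and 0.0454 in SIRT5OE hearts from camera in limma, and adjusted p = 0.195 and 0.471 with an estimated correlation. The call of Cxcl2 between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or in a fit of the 2 groups alone (adjusted p = 0.0615 to 0.0931 from limma). It ended with the replicate block as well, where 0 DEGs were lower in SIRT5OE TAC hearts. The number of cytokine genes lower in SIRT5OE TAC hearts was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4 and 2 to 5 without each WT sham heart in turn, SIRT5OE sham replicate 2 or 3 or SIRT5OE TAC replicate 1. The number that rose in SIRT5OE hearts was 1 without each SIRT5OE sham heart in turn or each SIRT5OE TAC heart in turn. The 1 that fell in WT hearts became 2 without WT TAC replicate 1 or 3.

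Of 7 neutrophil markers measured, 5 rose in WT hearts (6 when adjusted over the list alone). In SIRT5OE hearts none passed limma's test, and 3 had an unadjusted p under 0.05. The markers had adjusted p = 0.00287 in WT and 0.0464 in SIRT5OE hearts from camera in limma, and adjusted p = 0.208 and 0.471 with an estimated correlation. In SIRT5OE TAC hearts 2 were lower than in WT TAC hearts (5 when adjusted over the list alone), with adjusted p = 0.000373 from camera in limma, and adjusted p = 0.352 with an estimated correlation. They are Retnlg, a resistin-like protein of neutrophils, with -2.47 (standard error 0.61, adjusted p = 0.0345), and Lcn2, lipocalin 2, which cardiomyocytes also make under stress, with -2.95 (standard error 0.67, adjusted p = 0.0326), both from limma. Of 16 lymphocyte markers none passed limma's test between the TAC groups, with 0 at an unadjusted p under 0.05 and adjusted p = 0.866 from camera in limma, and adjusted p = 0.87 with an estimated correlation. The calls of Retnlg and Lcn2 between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0505 to 0.184 from limma). That of Retnlg also ended with array weights (adjusted p = 0.103 from limma). Neutrophil markers lower in SIRT5OE TAC hearts numbered 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4. Those that rose in WT hearts numbered 3 without WT sham replicate 1, 2 or 4 or WT TAC replicate 2 or 4.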

Second, immune-related pathways were among the most significantly altered by SIRT5OE in the context of TAC (Fig. 3F). Early immune infiltration after TAC is necessary for the transition from ventricular hypertrophy to dilation during pressure overload^41,42^. Blocking this inflammatory response alleviates late LV remodeling and dysfunction, cardiac fibrosis, and T cell expansion^43–45^. Similarly, in our studies, both genotypes developed significant hypertrophy after 4 weeks of TAC, but SIRT5OE mice were protected against subsequent ventricular dilation and dysfunction (Fig. 2C-H). Although current information on SIRT5 function in the immune system is incomplete, SIRT5 might protect against TAC by dampening the pro-inflammatory response in macrophages, where SIRT5 has been shown to desuccinylate and activate PKM2, blocking LPS-driven macrophage activation^46^. Likewise, malonylation of GAPDH promotes TNFα translation and macrophage activation, although SIRT5’s role in this process is uncharacterized^47^. Consistently, single-cell RNA-seq data from TAC mice reveals that SIRT5 is expressed in macrophage and T-cell populations, in addition to cardiomyocytes and other cell types in the heart (Supplemental Fig. 6A-B)^45^. In this regard, a pair of studies from the Hirschey group showed that while constitutive whole-body SIRT5KO mice displayed increased mortality after TAC, cardiomyocyte-specific SIRT5KOs and controls responded to TAC similarly, raising the possibility of cardiomyocyte-non-autonomous functions of SIRT5 in response to TAC^17,18^.

Third, SIRT5 might directly regulate cardiac fibrosis, a process initiated and sustained through a variety of signaling and mechanical factors, including inflammatory cytokines (*e.g.,* TGFβ, Angiotensin II, TNF*α*), neuroendocrine factors, and ventricular wall stretch^33^. These factors signal cardiac fibroblasts to activate, migrate, proliferate, and differentiate into myofibroblasts. In addition to ECM secretion and remodeling, activated fibroblasts exert protective effects through suppressing proinflammatory phenotypes and even promote the hypertrophic response through secretion of critical cytokines^48,49^. However, chronic myofibroblast activity inhibits oxygen and nutrient delivery, resulting in cardiomyocyte atrophy and death, ultimately leading to ventricular dilation and dysfunction^32,33^. The fibrotic response following TAC represents one of the most pronounced differences between WT and SIRT5OE mice. SIRT5 may play a role in regulating cytokine-mediated activation of fibrosis, in immune cells where cytokines originate, in triggering fibroblast activation, and/or in myofibroblasts themselves. Further studies are needed to determine (1) how long SIRT5 overexpression protects mice from dilation and contractile failure after TAC and (2) in which cell and tissue type(s) SIRT5 functions to confer cardioprotection.

In summary, we have shown that increased expression of the deacylase SIRT5 is sufficient to confer improved maintenance of cardiac function and decreased fibrosis during pressure overload. Sirtuin activity is amenable to enhancement by allosteric activators and NAD + precursors^35^. Intriguingly, we found that NADH levels and NAD^+^/NADH ratios were impacted by SIRT5 overexpression, those most of these differences failed to achieve statistical significance (Supplemental Fig. 4E, Supplemental Table 2)^50,51^. Overall, our results hint that SIRT5 might represent an attractive novel target in cardiac fibrosis, a condition that afflicts millions in the US and worldwide, but which currently lacks mechanism-based therapies.

## Methods

### Generation of SIRT5OE mice

Mouse ES cell clone 5-11C was derived from V6.5 ES cells^52^. ES cells were cultured in high-glucose Dulbecco’s minimal essential medium supplemented with 15% fetal bovine serum, 1 μM 2-mercaptoethanol, 4 mM glutamine, 50 IU of penicillin per ml, 50 ug of streptomycin per ml, and 1,000 U of recombinant leukemia inhibitory factor (ESGRO; Millipore) on mitotically inactivated feeder cells as described^53^. Chromosome counting indicated that 90% of twenty counted chromosome spreads contained an euploid chromosome number. ES cells were microinjected into 96 blastocysts obtained from the mating of albino mice (C57BL/6BrdCrHsd-*Tyr*^*c*^, Envigo). Of twenty-one pups born, twenty were ES cell-mouse chimeras and eighteen of these were male chimeras with at least 70% contribution from 5-11C ES cells, as judged by coat color contribution. Sox2-Cre (JAX 008,454) were mated with mice containing the SIRT5OE cassette to delete the loxP-STOP-loxP site to generate a global SIRT5OE transgenic mouse.

### Immunoblotting

Mice were anesthetized with isoflurane and immediately sacrificed by cervical dislocation. Heart tissue samples were flash frozen, pulverized, and resuspended in Laemmli sample butter (62.5 mM Tris pH6.8, 2% SDS, 10% glycerol, 5% β-mercaptoethanol, 1% bromophenol blue). Samples were sonicated for 30 s on ice, then spun down at 4 °C for 15 min at 15,000xg, and the supernatant was collected for protein quantification using a DC Protein Assay (Bio-Rad #5,000,112). Samples were boiled, resolved by SDS-PAGE, and transferred to PVDF membrane overnight at 4 °C using a Bio-Rad Criterion system. Membranes were stained with Ponceau S to assess protein loading, and then blocked using 5% milk in TBST (TBS containing 0.1% Tween-20) at room temperature. Primary antibodies were diluted in 5% BSA in TBST and incubated with the blot overnight at 4 °C on a rocker. Secondary incubation was performed at room temperature for 1 h using either mouse or rabbit secondary antibodies (Jackson ImmunoResearch 115–035-062 or 111–035-045) diluted 1:10,000 in 5% milk in TBST. For detection, blots were immersed in a western chemiluminescent HRP substrate (Millipore P90720) and imaged using the GE ImageQuant LAS 4000. Quantification was performed using ImageJ. Primary antibodies used in this study are listed in the Supplemental Methods.

### TAC and echocardiography

Detailed TAC and echocardiography procedures are detailed in the Supplemental Methods.

### Mouse Study approval

All mice were housed at the Biomedical Science Research Building (UM). All vertebrate animal experiments were approved by and performed in accordance with the regulations of the University of Michigan Institutional Animal Care & Use Committee (IACUC). All authors complied with ARRIVE guidelines and all methods are reported in accordance with ARRIVE guidelines.

### Human heart tissue procurement

Ventricular myocardial tissue from patients with advanced heart failure at the University of Michigan was collected at the time of cardiac transplantation following obtaining of written informed consent. Nonfailing ventricular myocardial tissue was collected from unmatched donor hearts from the University of Michigan. Co-morbidities in the donors that may have precluded use of their hearts for cardiac transplantation included age, hypertension, diabetes, minor coronary artery disease, alcohol or tobacco use. Prior to tissue retrieval, all hearts were perfused with ice-cold cardioplegia. Samples from each heart were snap frozen in liquid N2 at the time of arrival and stored at − 80 °C. This study was approved by the Institutional Review Boards of the University of Michigan Medical School (IRBMED) and performed in accordance with all relevant guidelines and regulations.

### Mitochondrial isolation

Mitochondrial isolation was performed as previously described^54^. In brief, mice were anesthetized with isoflurane and immediately sacrificed by cervical dislocation. After cardiac harvest, ventricles were minced in ice-cold MIB (210 mM D-Mannitol, 70 mM sucrose, 5 mM MgCl_2_, 10 mM KH_2_PO_4_, 5 mM HEPES, 1 mM EGTA, 0.2% fatty acid-free BSA), mechanically homogenized using a Fisher Scientific PowerGen 125, and centrifuged at 800×*g* then 8000×*g* for 10 min at 4 °C. The final pellets, containing mitochondria, were resuspended in MAS (220 mM D-Mannitol, 70 mM sucrose, 5 mM MgCl_2_, 10 mM KH_2_PO_4_, 2 mM HEPES, 1 mM EGTA, 0.1% fatty acid-free BSA). Mitochondria were quantified using DC quantification assy. Both MIB and MAS pH were adjusted to 7.2 with KOH and stored at 4 °C before use.

### Agilent/Seahorse assay

To assess the functionality of isolated mitochondria from WT and SIRT5OE hearts, the electron flow assay was performed using the XFe96 Extracellular Flux Analyzer (Agilent Technologies, Santa Clara, CA) per the manufacturer’s instructions. Specific methods used in this study are in Supplemental Methods.

### Metabolomics sample preparation

The metabolomics MS/MS system, liquid chromatography, and mass spectrometry protocols used are detailed in the Supplemental Methods. Mice were anesthetized with isoflurane and immediately sacrificed by cervical dislocation. Heart tissue samples were immediately flash frozen, pulverized to powder, vortexed, and centrifuged for 10 min at 13,000 × g, 4 °C. Then, 1 ml of the supernatant was aspirated from each tube, transferred to a tightly capped sample tube, and stored at − 80 °C until analysis.

### Metabolomics data analysis

The QqQ data were pre-processed with Agilent MassHunter Workstation QqQ Quantitative Analysis Software (B0700). Each metabolite abundance level in each sample was divided by the median of all abundance levels across all samples for proper comparisons, statistical analyses, and visualizations among metabolites. A total of 230 metabolites were measured. The statistical significance test was done by a two-tailed *t*-test with a significance threshold level of 0.05.

### SDH activity assay

Succinate dehydrogenase activity was measured from flash frozen and powderized sham and TAC hearts using a kit (ab228560) according to manufacturer’s instructions. Around 20 mg of heart was diluted in assay buffer at 1:20 ratio, homogenized using a dounce homogenizer, and 2.5 mg final, diluted tissue was used in the assay.

### Tissue preparation for RNA extraction

Heart tissue samples were flash frozen, pulverized, resuspended in TRIzol and homogenized using a power homogenizer (Fisher Scientific PowerGen 125). RNA was extracted using RNeasy Mini Kit (Qiagen 741–4) per the manufacturer’s instructions.

### qRT-PCR

cDNA was generated from RNA using SuperScript III Reverse Transcriptase (Invitrogen 18,080,044) per the manufacturer’s instructions. TaqMan Gene Expression Assays (Applied Biosystems) for single-tube assays were used for all qRT-PCR experiments. Reactions were carried out as per the manufacturer’s methods, using TaqMan Gene Expression Assays as listed with the associated TaqMan Assay ID: *Myh6* (Mm00440359_m1), *Acta1* (Mm00808218_g1), *Nppa* (Mm01255747_g1), *Myh7* (Mm00600555_m1).

### RNA-sequencing bioinformatic analysis

RNA libraries were prepared using a standard Illumina protocol. Base-calling was performed on an Illumina HiSeq4000. Raw fastq files were analyzed using FastQC for quality control. Transcripts were aligned to mm ensemble cDNA release 101 using kallisto (v0.46.0) and counted using Tximport (v1.18.0)^55–57^. DESeq2 was used for calculating differential expression^58^. Genes with a false discovery rate (FDR) of less than 0.05 and a log2-fold change greater that |1| were designated as differentially expressed between groups. Pathway analysis was performed using Ingenuity Pathway Analysis (IPA) and gene set enrichment analysis (GSEA)^27,28^.

### Cardiomyocyte size quantification

Sections were deparaffinized in xylene for three washes for 5 min each and rehydrated in 100% ethanol, then two 10-min washes each with 95% ethanol, followed by two 5-min washes in PBS, and staining with 10 μg/mL wheat germ agglutinin conjugated to Alexa Flour 488 (Invitrogen) diluted in PBS for one hour at room temperature. Sections were washed 3× with PBS, mounted with Prolong Gold with DAPI (Invitrogen), and imaged on Zeiss Confocal at 20× magnification. Three images of the left ventricle were taken of each cardiac section and cell surface area quantified on ImageJ from 200 cells per sample.

### Fibrosis staining

Heart tissue was paraffin embedded, sectioned, and stained with picrosirius red at the University of Michigan Dentistry Histology Core. Paraffin embedded heart section were de-paraffinized in xylene, rehydrated in 100% EtOH, 95% EtOH, and 70% EtOH and dH20. Sections were then fixed in 10% buffered formalin and stained in picric acid solution with 0.1% Sirius red, dehydrated in 80% EtOH, 95% EtOH, then 100% EtOH, cleared in xylene, and finally mounted with Permount. For each heart, eight images of left ventricle sections, 500 μm × 400 μm, were acquired under polarized bright-filed light for fibrosis detection. Collagen area fraction (CAF) of the total areas, 500 μm × 400 μm, were measured by ImageJ using the equation ((collagen area)/(total area) = CAF). 4 images with the highest CAF were used for statistical analysis.

### Statistics

Statistical analysis were conducted using Graphpad Prism, version 8. Multiple-group comparisons were analyzed using two-way ANOVA followed by Sidak’s correction for multiple comparisons. For analysis of two groups, Welch’s t-test was used. A p-valu*e* of less than 0.05 was considered statistically significant. Scatter plots include median and interquartile range markers. Significance markers: (*) *p* < 0.05, (**) *p* < 0.01, (***) *p* < 0.001, (****) *p* < 0.0001.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

## Data Availability

Both the raw and analyzed data generated from this study are openly available at GEO (GSE198926).

# Supplementary material for: Sirtuin 5 levels are limiting in preserving cardiac function and suppressing fibrosis in response to pressure overload
**Source:** Sci Rep. 2022 Jul 18;12:12258. doi: 10.1038/s41598-022-16506-7
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Supplemental Figure 1

A

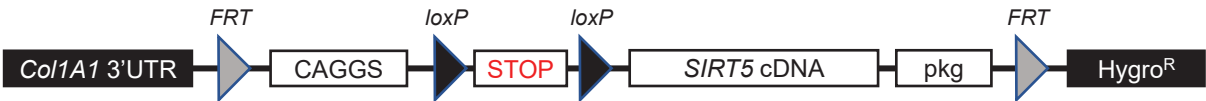

B

Parents: WT male, SIRT5OE female					
	WT	SIRT5OE	Total		χ^2 p-value
Males	73	77	150		2.09 0.55
Females	74	61	135		
Total	147	138	285		

Parents: SIRT5OE male, WT female					
	WT	OE	Total		χ^2 p-value
Males	38	25	63		5.07 0.17
Females	42	41	83		
Total	80	66	146		

Combined					
	WT	SIRT5OE	Total		χ^2 p-value
Males	111	102	213		1.32 0.72
Females	116	102	218		
Total	227	204	431		

Supplemental Figure 1. Generation and characterization of SIRT5OE mice. (A) Schematic of the transgenic SIRT5 overexpression cassette. A cassette containing a constitutive CAGGS promoter, a transcriptional flox-STOP-flox sequence, followed by the SIRT5 cDNA, was inserted into the collagen1 A1 (Col1A1) 3'UTR by FLP recombination. (B) Numbers of male and female mice born per WT or SIRT5OE litter, grouped by parental genotype.

Supplemental Figure 2

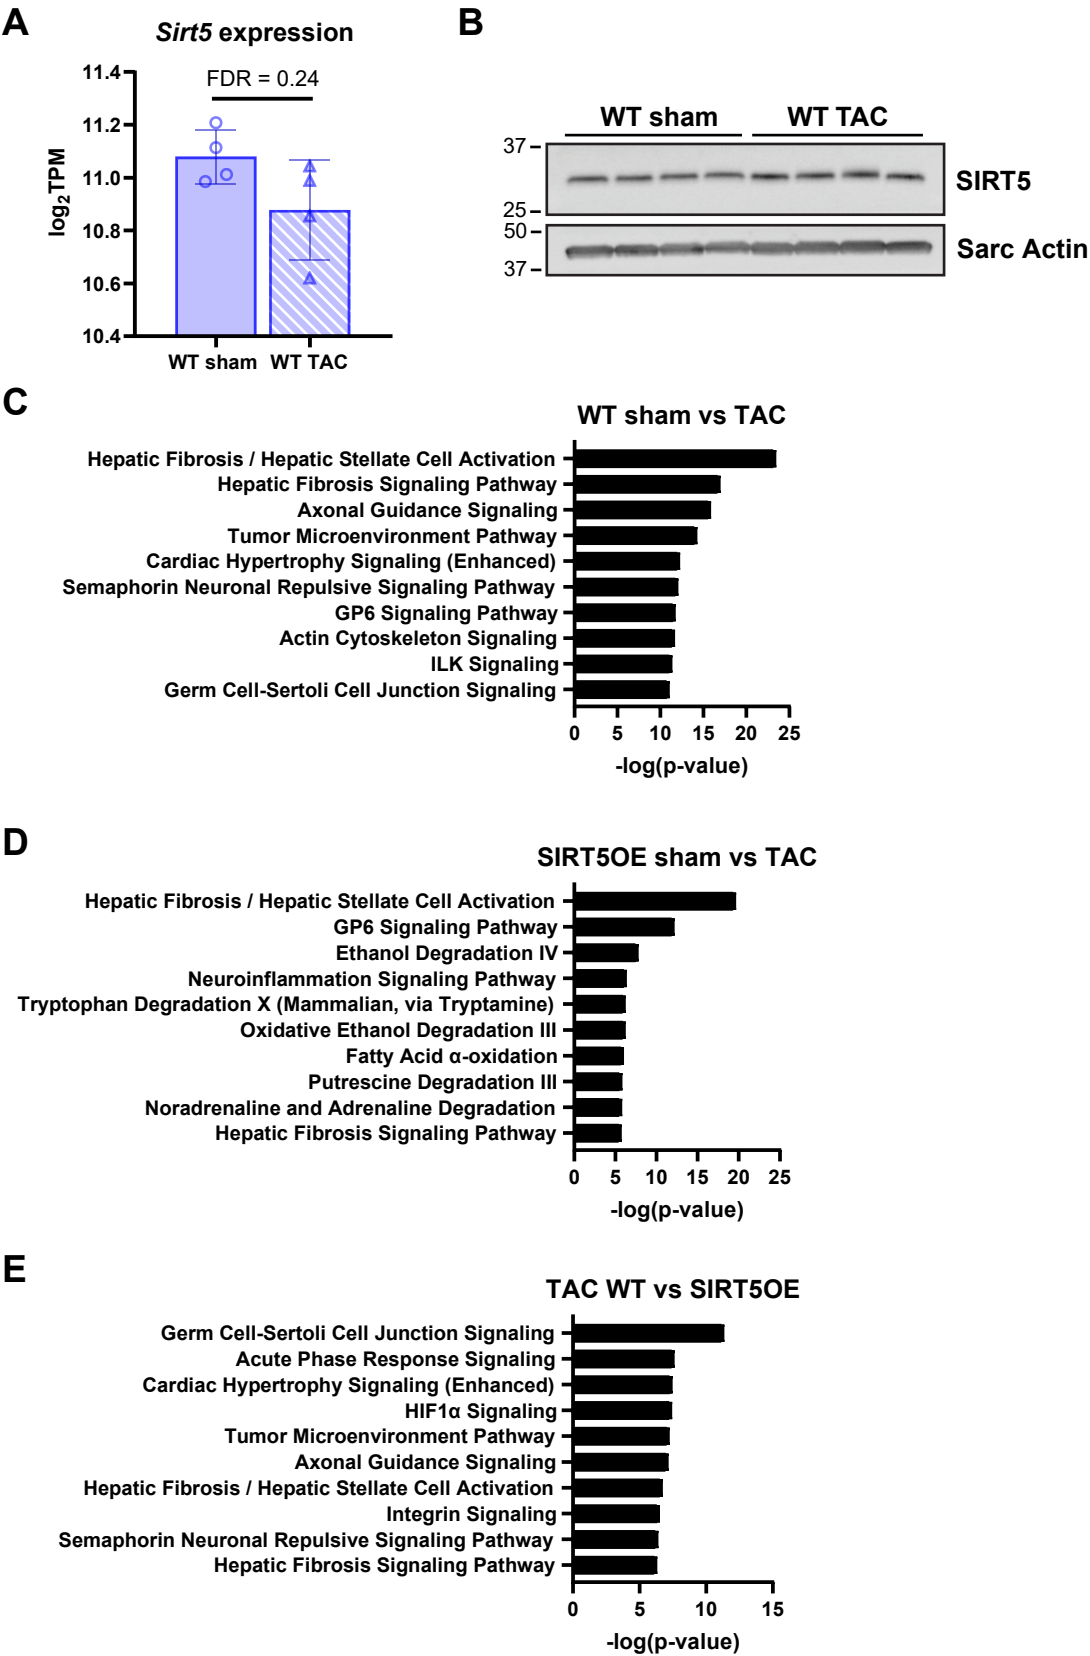

Supplemental Figure 2. RNA-seq gene ontology analysis. (A) *Sirt5* expression in WT sham and WT TAC hearts by RNA-seq. (B) SIRT5 protein levels in WT sham and TAC heart lysates. Original immunoblot images are presented in Supplemental Figure 11a. (C-E) Top 10 GO pathways, sorted on significance, enriched by differentially expressed genes in each labelled comparison, determined by IPA.

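Sirt5 stood at 2028, 2215, 2065 and 2365 normalized counts in WT sham replicates 1 to 4, and at 2113, 1574, 2034 and 1853 in WT TAC replicates 1 to 4. The groups overlap. A two-sided exact permutation test of the difference of their log2 means gave p = 0.143, where 0.0286 is the smallest p possible.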

Supplemental Figure 3

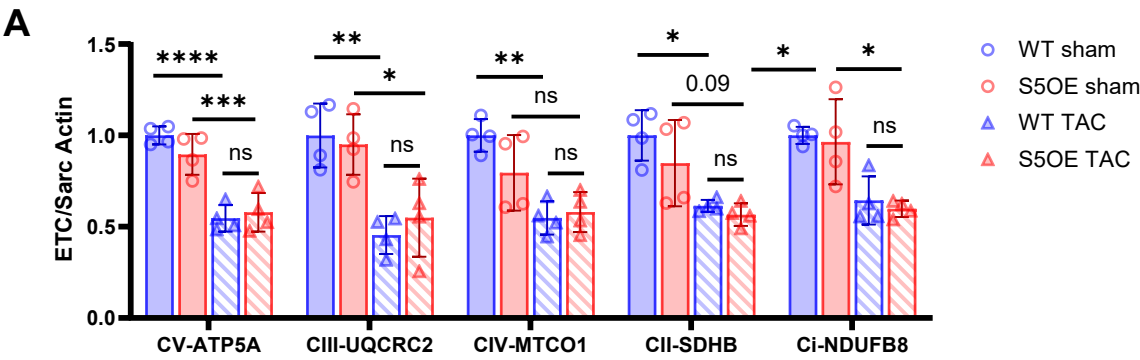

Supplemental Figure 3. Mitochondrial content analysis. (A) Quantification of each ETC protein in Figure 4B.

Supplemental Figure 4

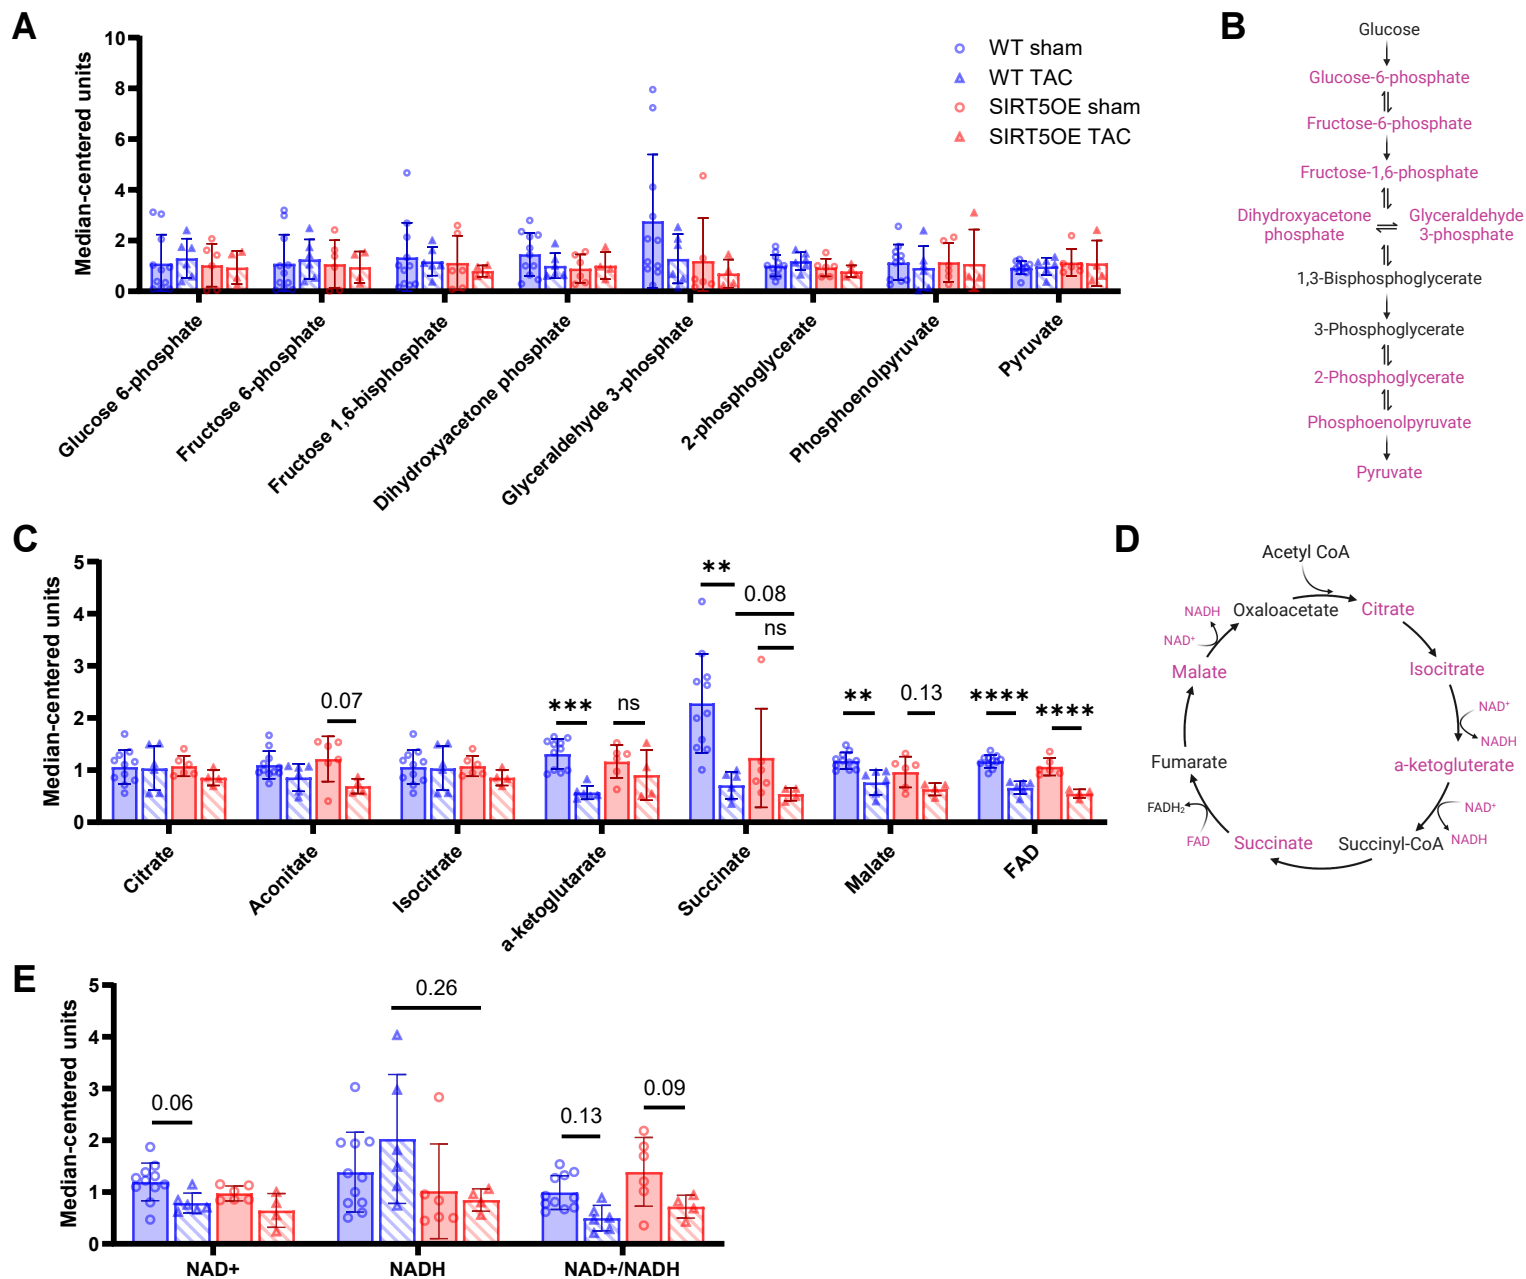

Supplemental Figure 4. Metabolites of key metabolic pathways. (A,C,E) Metabolites of glycolysis (A), the TCA cycle (C), and NAD⁺/NADH (E), plotted using median-centered values. (B,D) Cartoon schematics of glycolysis and the TCA cycle. Metabolites highlighted in magenta in the schematics represent measured metabolites.

Supplemental Figure 5

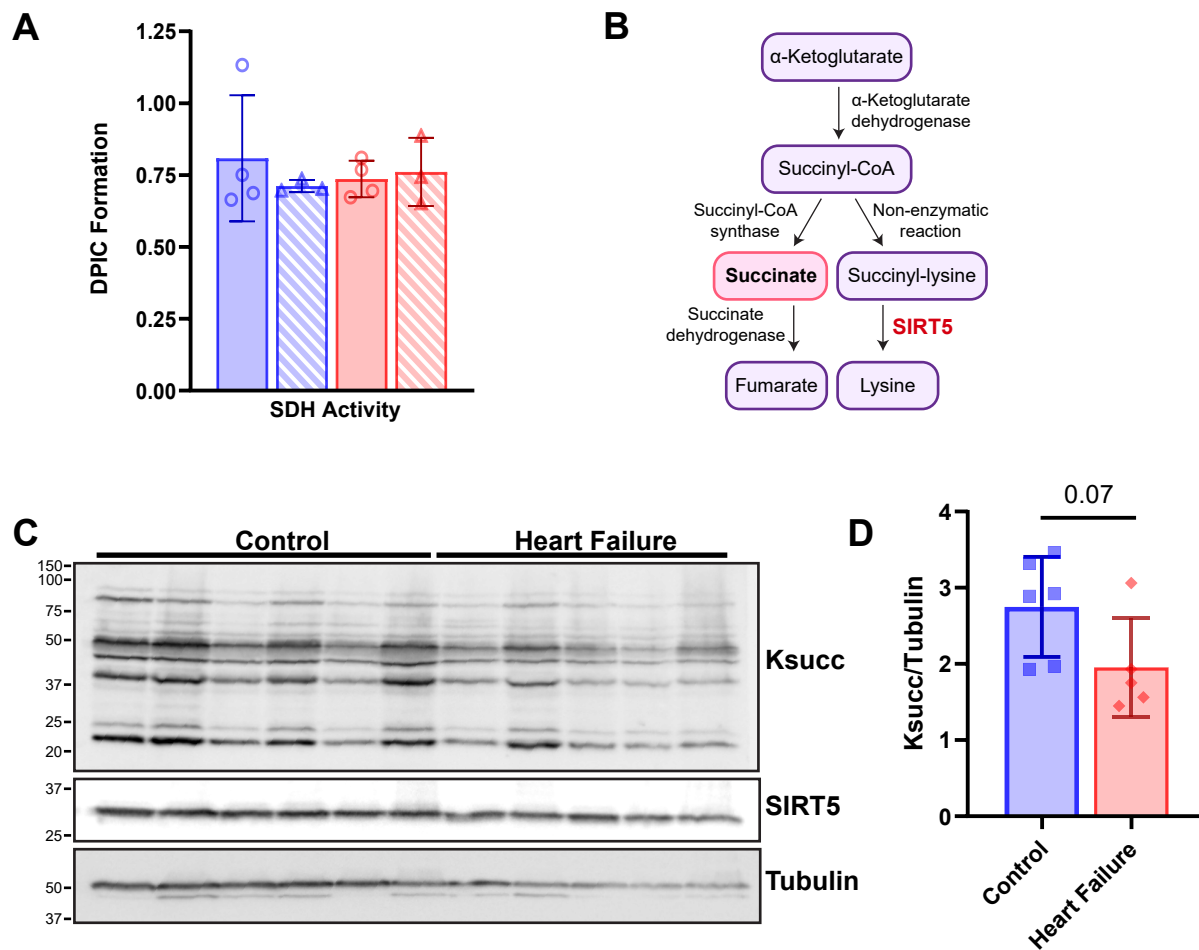

Supplemental Figure 5. TAC alters succinate and protein succinylation. (A) Cardiac SDH activity. (B) Schematic of succinate in relation to SIRT5. (C-D) Immunoblot analysis of Ksucc from human heart failure patients and controls with quantification. Original immunoblot images are presented in Supplemental Figure 11B.

Supplemental Figure 6

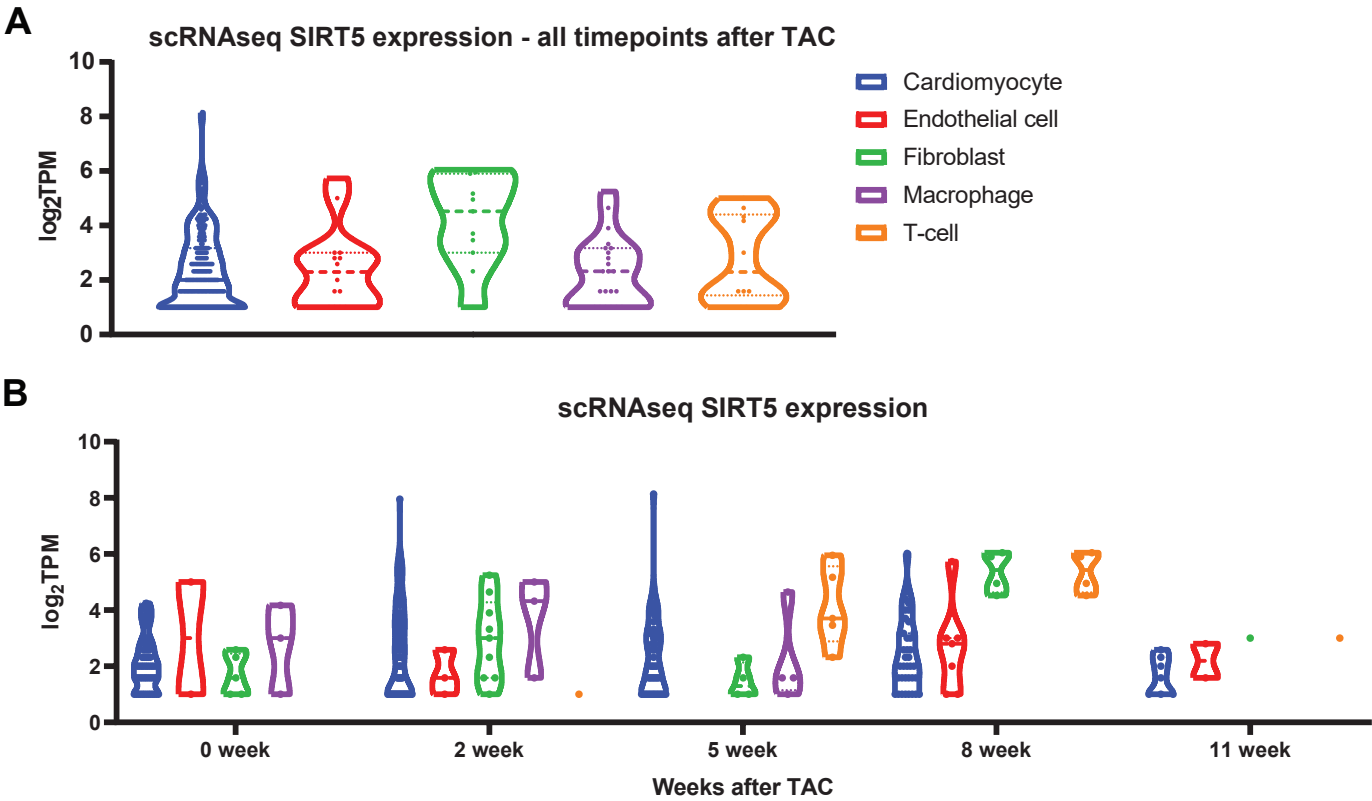

Supplemental Figure 6. SIRT5 expression in bulk heart tissue and specific cell populations. (A) Sirt5 expression in five major cell types using single-cell data generated by Ren *et al*⁴⁵. Only cells with at least 2 reads of Sirt5 were plotted. (B) Sirt5 expression in single-cell RNA-seq across 5 different time-points through 11 weeks of pressure overload.

Supplemental Figure 7

A

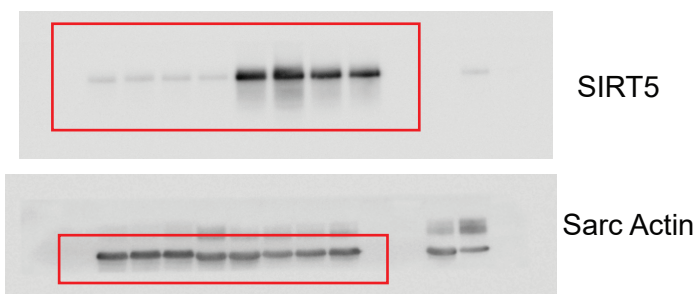

B

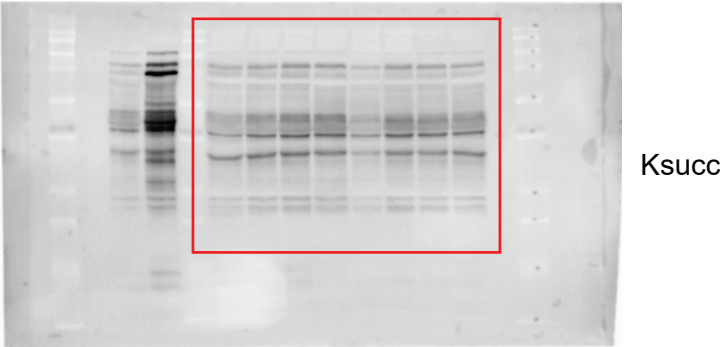

C

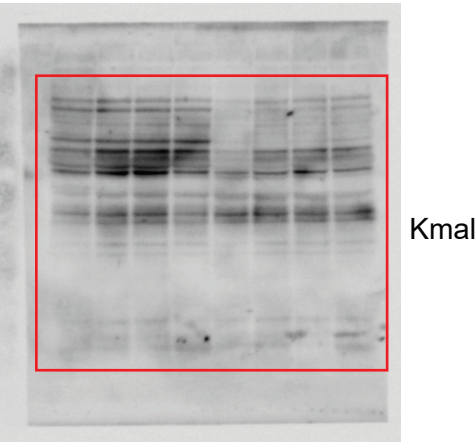

Supplemental Figure 7. Figure 1 original blots. (A) Figure 1A. (B) Figure 1C. (C) Figure 1D.

Supplemental Figure 8

A

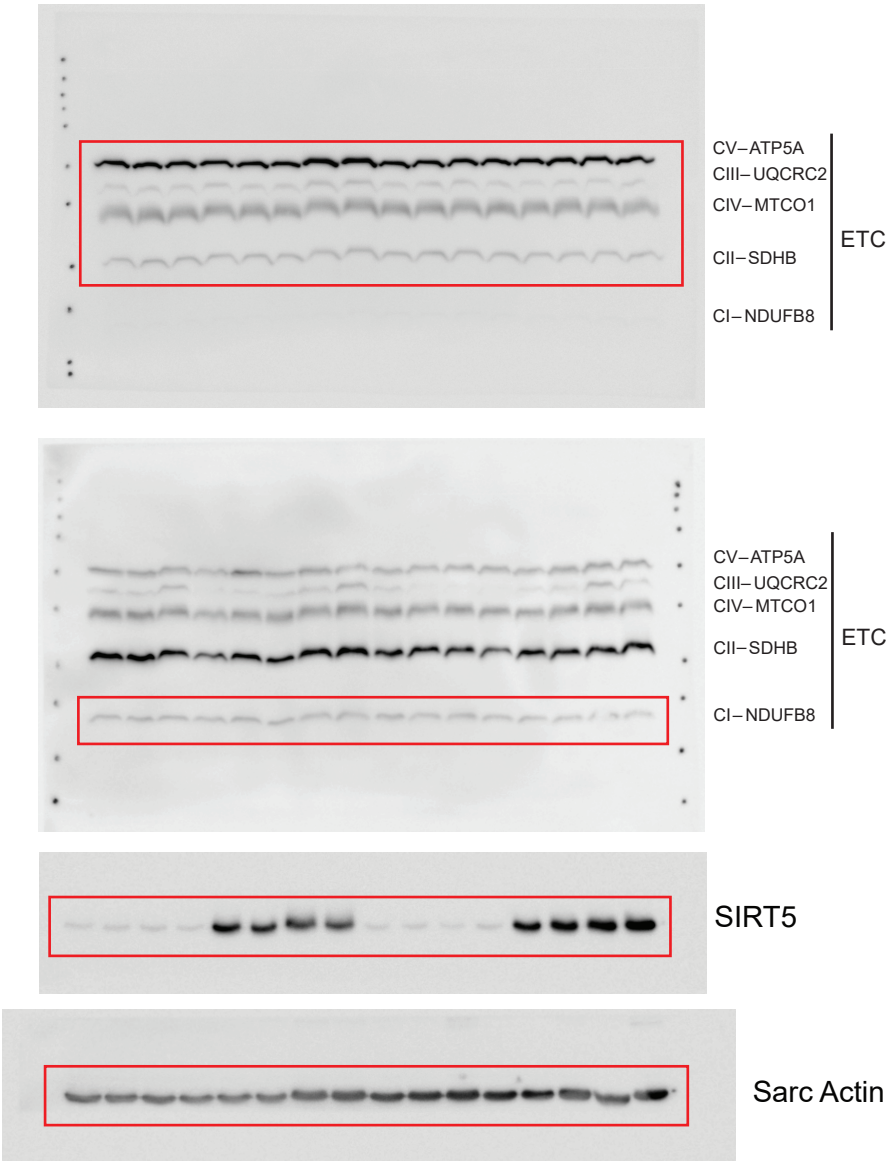

Supplemental Figure 8. Figure 4 original blots. (A) Figure 4B

Supplemental Figure 9

A

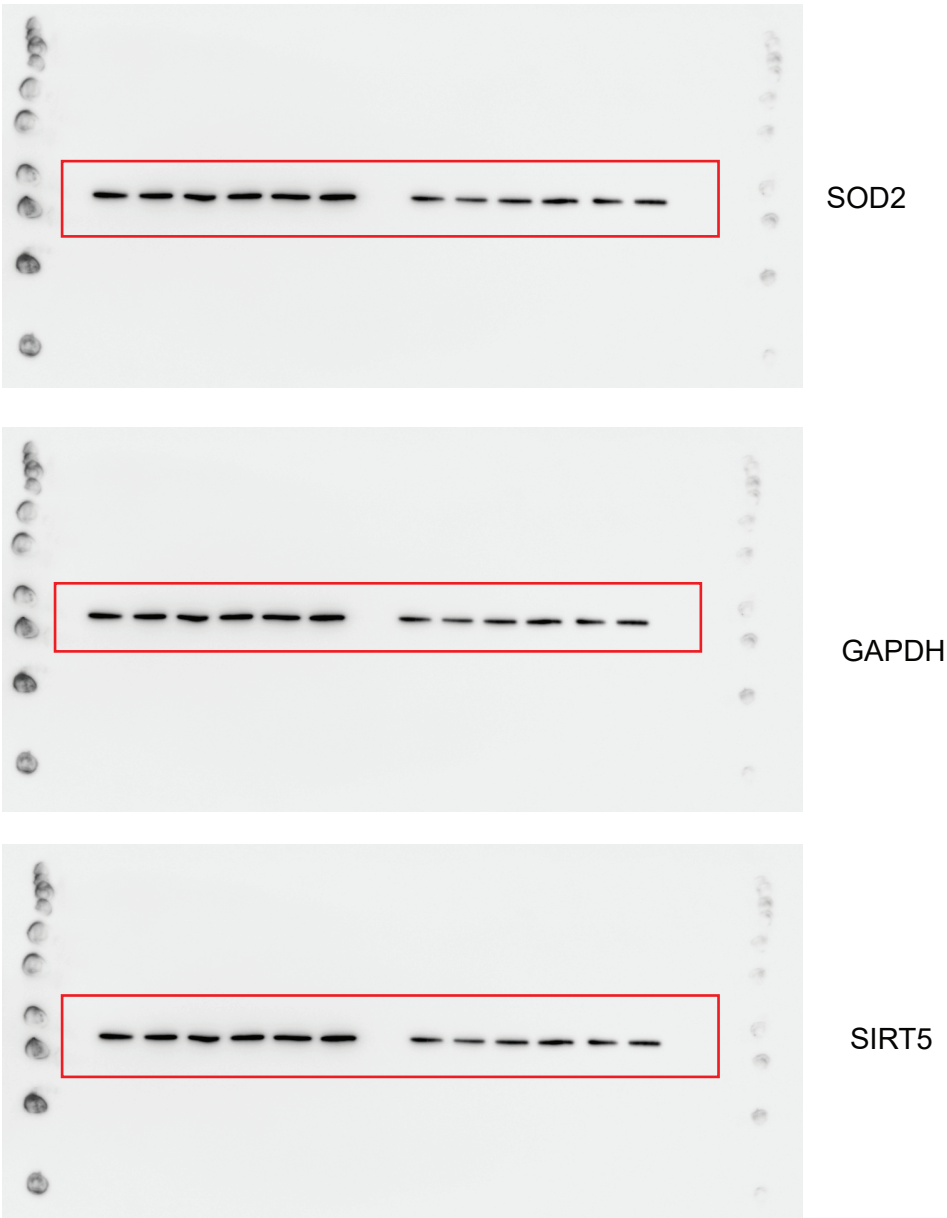

Supplemental Figure 9. Figure 4 original blots. (A) Figure 4G

Supplemental Figure 10

A

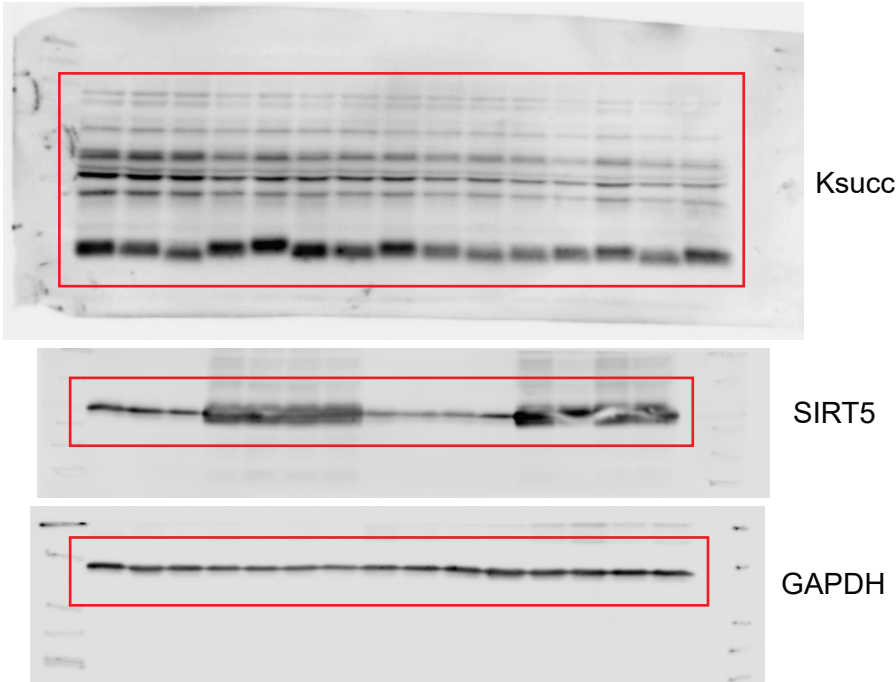

Supplemental Figure 10. Figure 5 original blots. (A) Figure 5C.

Supplemental Figure 11

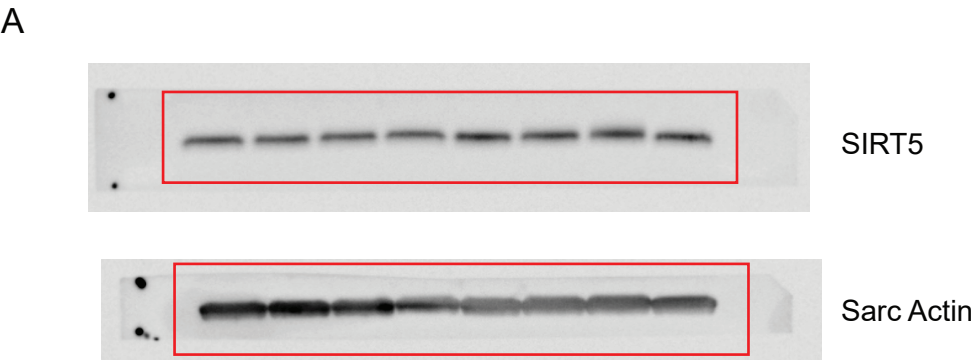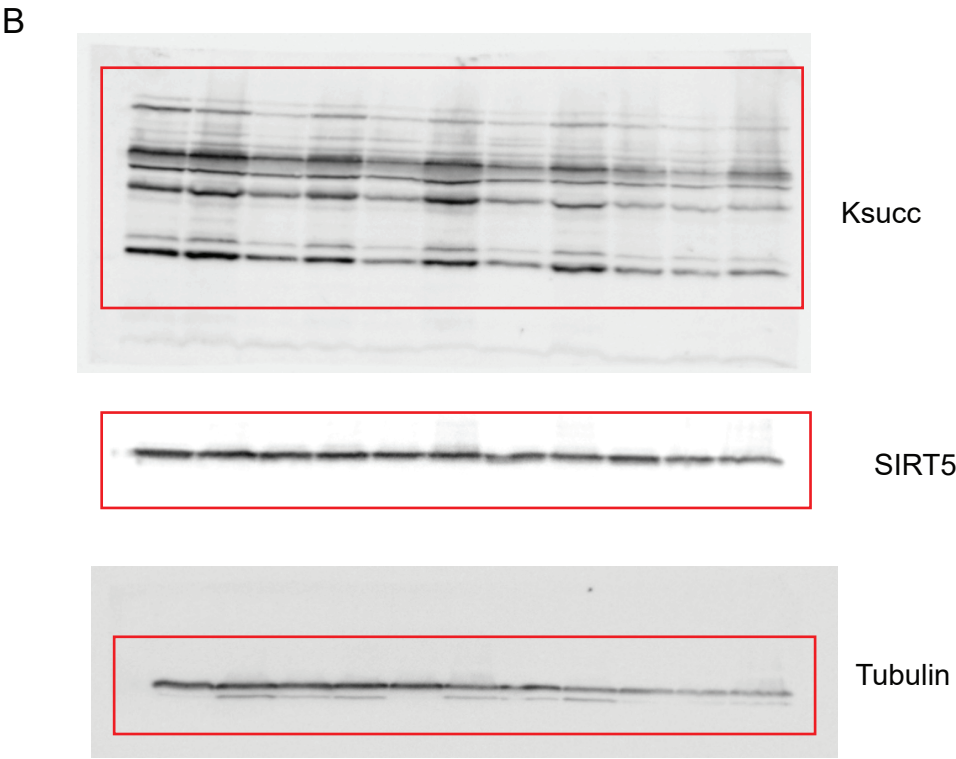

Supplemental Figure 11. Supplemental figure original blots. (A) Supplemental Figure 2B. (B) Supplemental Figure 5C.

Supplemental Table 1					
	Total			Died	
	WT TAC	S5OE TAC		WT TAC	S5OE TAC
Batch 1	8	12		2	2
Batch 2	7	5		1	1
Batch 3	4	4		0	1
Total	19	21		3	4

Supplemental Table 1. TAC-associated mortality versus genotype.

Supplemental Table 2			
	Genotype Effect	TAC Effect	Interaction Effect
NAD ⁺	0.136	0.005*	0.740
NADH	0.044*	0.522	0.275
NAD ⁺ /NADH	0.074 ⁺	0.002*	0.599
Glucose 6-phosphate	0.584	0.888	0.705
Fructose 6-phosphate	0.694	0.945	0.712
Fructose 1,6-bisphosphate	0.504	0.598	0.850
Dihydroxyacetone phosphate	0.326	0.555	0.321
Glyceraldehyde 3-phosphate	0.197	0.235	0.548
2-phosphoglycerate	0.133	0.940	0.306
Phosphoenolpyruvate	0.825	0.696	0.832
Pyruvate	0.399	0.962	0.826
Citrate/Isocitrate	0.532	0.345	0.441
Aconitate	0.840	0.005*	0.263
α -ketoglutarate	0.460	<0.001*	0.065 ⁺
Succinate	0.069 ⁺	0.002*	0.183
Malate	0.058 ⁺	<0.001*	0.638
FAD	0.049*	<0.001*	0.940

Supplemental Table 2. Two-way ANOVA analyses results of all metabolites plotted in Supplemental figure 4. Statistical significance was determined using two-way ANOVA. Significance markers: (*) $p < 0.05$, (+) $p < 0.1$.

# Supplementary material for: Sirtuin 5 levels are limiting in preserving cardiac function and suppressing fibrosis in response to pressure overload
**Source:** Sci Rep. 2022 Jul 18;12:12258. doi: 10.1038/s41598-022-16506-7
**Supplement:** Supplementary file 2 — Supplementary Information 2.

**Supplemental Methods**

*Antibodies used in this study*: SIRT5 (Cell Signaling #8782), Succinyl-lysine (PTMBiolabs #PTM-419), Malonyl-lysine (PTMBiolabs #PTM-901), SOD2 (Santa Cruz #30080), GAPDH (Cell Signaling #5174P), Rodent OXPHOS (Abcam #ab110413), Sarcomeric Actin (Sigma # A2172-100UL), Tubulin (Santa Cruz # SC-23948).

*TAC procedure:* Carprofen use administered pre-emptively and for 48 hours, then as needed. The animals were intubated and ventilated. The aortic arch was isolated by entering the extrapleural space above the first rib, and the transverse aorta was isolated between the right and left carotid arteries. A 7-0 or similar size nylon suture ligature was tied around the transverse aorta against a 27-gauge needle to produce a 60-70% constriction after the removal of the needle. The incision was closed, and the left-sided pneumothorax (if present) was evacuated.

*Echocardiography:* Induction of anesthesia was performed in an enclosed container filled with 5% isoflurane. After induction, the mice were placed on a warming pad to maintain body temperature. 1 – 1.5% isoflurane was supplied via a nose cone. Hair was removed from the upper abdominal and thoracic area with depilatory cream. ECG was monitored via non-invasive **resting ECG electrodes. Transthoracic echocardiography was performed in the supine or left lateral position. Two-dimensional, M-mode, Doppler and tissue Doppler echocardiographic images were recorded using** a Visual Sonics’ Vevo 2100 high resolution *in vivo* micro-imaging system. LV ejection fraction was measured from the two-dimensional long axis view. Systolic and diastolic dimensions and wall thickness were measured by M-mode in the parasternal short axis view at the level of the papillary muscles. Fractional shortening and ejection fraction were also calculated from the M-mode parasternal short axis view. Diastolic function was assessed by conventional pulsed-wave spectral Doppler analysis of mitral valve inflow patterns (early [E] and late [A] filling waves). Doppler tissue imaging (DTI) was used to measure the early (Ea) diastolic tissue velocities of the septal and lateral annuluses of the mitral valve in the apical 4-chamber view.

*Agilent Seahorse Assay:* Briefly, 1μg of isolated mitochondria (from either WT or SIRT5OE mice) in 25μl of mitochondrial assay solution (MAS), supplemented with 10mM pyruvate, 2mM malate, and 4μM FCCP, were plated per well of a 96-well Seahorse microplate on ice. The microplate was then transferred to a centrifuge equipped with a swinging bucket microplate adaptor, and spun at 2000g for 20 minutes at 4°C. After centrifugation, 155μL of pre-warmed (37°C) MAS, supplemented with 10mM pyruvate, 2mM malate, and 4μM FCCP, was added to each well. Mitochondrial oxygen consumption rates (OCR) were then measured, under initial conditions and following addition of 2μM rotenone (Sigma #R8875), 10mM succinate (Sigma #S9515), 4 μM antimycin A (Sigma #A8674), and 10mM ascorbate (Sigma #A7506) plus 100μM TMPD (Sigma #T3134).

*Metabolomics MS/MS system:* Samples were run on an Agilent 1290 Infinity II LC-6470 Triple Quadrupole (QqQ) tandem mass spectrometer (MS/MS) system with the following parameters: Agilent Technologies Triple Quad 6470 LC-MS/MS system consists of the 1290 Infinity II LC Flexible Pump (Quaternary Pump), the 1290 Infinity II Multisampler, the 1290 Infinity II Multicolumn Thermostat with 6 port valve and the 6470 triple quad mass spectrometer. Agilent Masshunter Workstation Software LC/MS Data Acquisition for 6400 Series Triple Quadrupole MS with Version B.08.02 was used for compound optimization, calibration, and data acquisition.

*Metabolomics liquid chromatography*: 2μLof sample was injected into an Agilent ZORBAX RRHD Extend-C18 column (2.1 × 150 mm, 1.8 um) with ZORBAX Extend Fast Guards. The LC gradient profile is as follows, solvent conditions below. 0.25 ml/min, 0-2.5 min, 100% A; 2.5-7.5 min, 80% A and 20% B; 7.5min-13 min 55% A and 45% B; 13min-24 min, 1% A and 99% B; 24min-27min, 1% A and 99% C; 27min-27.5min, 1% A and 99% C; at 0.8 ml/min, 27.5-31.5 min, 1% A and 99% C; at 0.6 ml/min, 31.5-32.25min, 1% A and 99% C; at 0.4 ml/min, 32.25-39.9 min, 100% A; at 0.25 ml/min, 40 min, 100% A. Column temp is kept at 35 ̊C, samples are at 4 ̊C. *LC Solvents*: Solvent A is 97% water and 3% methanol 15 mM acetic acid and 10 mM tributylamine at pH of 5. Solvent B is 15 mM acetic acid and 10 mM tributylamine in methanol. Washing Solvent C is acetonitrile. LC system seal washing solvent 90% water and 10% isopropanol, needle wash solvent 75% methanol, 25% water. Solvents were purchased from the following vendors: GC-grade Tributylamine 99% (ACROS ORGANICS), LC/MS grade acetic acid Optima (Fisher Chemical), InfinityLab Deactivator additive, ESI –L Low concentration Tuning mix (Agilent Technologies), LC-MS grade solvents of water, and acetonitrile, methanol (Millipore), isopropanol (Fisher Chemical).

*Metabolomics mass spectrometry*: 6470 Triple Quad MS is calibrated with the Agilent ESI-L Low concentration Tuning mix. Source parameters: Gas temp 150 ̊C, Gas flow 10 l/min, Nebulizer 45 psi, Sheath gas temp 325 ̊C, Sheath gas flow 12 l/min, Capillary -2000 V, Delta EMV -200 V. Dynamic MRM scan type is used with 0.07 min peak width, acquisition time is 24 min. Delta retention time of plus and minus 1 min, fragmentor of 40 eV and cell accelerator of 5 eV are incorporated in the method. The MassHunter Metabolomics Dynamic MRM Database and Method was used for target identification. Key parameters of AJS ESI were: Gas Temp: 150 ̊C, Gas Flow 13 l/min, Nebulizer 45 psi, Sheath Gas Temp 325 ̊C, Sheath Gas Flow 12 l/min, Capillary 2000 V, Nozzle 500 V. Detector Delta EMV(-) 200.

How the deposited data were processed for this re-analysis (not part of the article)

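RNA from whole hearts of 15 mice was sequenced 4 weeks after surgery: 4 WT sham, 4 WT TAC, 3 SIRT5OE sham and 4 SIRT5OE TAC hearts, each a library of its own with no pooling. According to the paper and the submitters' processing notes, total RNA was depleted of ribosomal RNA, sequenced on a HiSeq4000 and checked with FastQC. The signal values used here are the authors' normalized counts as deposited: the authors pseudoaligned the reads with kallisto (v0.46.0 in the paper, 0.43.1 in the processing notes) to Ensembl mouse cDNA release 101, summed transcripts to genes with tximport v1.18.0 and normalized the counts with DESeq2. They hold 36727 genes, of which 26385 have a value above 0 in at least 1 heart. In every library the median ratio of the genes to their geometric means is the same, which is what this normalization leaves. Where a step of single reads could be made out in a library, 7.86% to 42.6% of its values were whole multiples of it within 0.02 of the step, so whole reads were not recovered. Neither count models nor counting intervals were therefore used, and the number of hearts sets the precision.

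Genes with a normalized count of at least 10 in at least 3 hearts were kept (16690). Their values were taken as log2(normalized count + 1) and fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) in 1 fit of 4 group means over the 15 hearts. The contrasts were SIRT5OE sham against WT sham, TAC against sham in each genotype, SIRT5OE TAC against WT TAC and the interaction of genotype and TAC. DEGs were called at a Benjamini-Hochberg adjusted p under 0.05 over the kept genes and an absolute log2 fold change over 1, as in the paper's methods, and the interaction at the adjusted p alone. Group values are the mean ± SD of normalized counts. Single values were compared by two-sided exact permutation tests. Principal components used the 500 kept genes of largest variance, centred and not scaled. Clustering used the 30 kept genes of largest variance, centred and scaled, with Euclidean distance and complete linkage.

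The 28 gene lists hold 541 listed genes, 526 of them measured, and 22 genes stand in more than 1 list. Each list was tested with camera of limma at a preset correlation of 0.01, again with the correlation estimated from the data, and with fry, adjusted over the lists of a comparison. Some lists follow the study's own themes, so for these the direction is not independent of the study. The genes named are those the study names for its RNA-seq or prints in Fig. 3B or Fig. 6C, and the 8 that rose and the 8 that fell most in each comparison among the called genes whose groups do not overlap and whose mean is at least 100 (all, where 20 or fewer were called). To these come the 10 genes of smallest adjusted p for the interaction and the 4 members of smallest adjusted p in each list and comparison. The study's figures show values of the genes it names, so those values had been seen. The lists, the tests, the rule for named genes and all alternatives not marked otherwise were set before the data were examined.

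Positions are those of GRCm38 from GENCODE vM21, which holds 16424 of the kept genes. Pseudogenes among the kept genes (960 copies) were searched against the transcripts of that annotation with blastn 2.17.0, and 620 had a parent gene at 90% identity or more over at least 50% of their length. For 333 symbols shared by more than 1 gene ID, each ID was tested on its own. The procedure was tested on simulated data of 16690 genes in which 200 were changed: between the TAC groups 77.6%, 95.5% and 98.5% of the genes changed by 1, 2 and 4 on the log2 scale were recovered, with 7 false calls. For the interaction the shares were 62.7%, 91% and 98.5%, with 9 false calls. A list of collagens raised in the simulated data was called in all 5 comparisons, and 0 of 26 other lists were. The simulated genes varied independently of each other and with the same spread in all 4 groups, which the real hearts did not. The recovered shares and the 0 lists therefore do not carry over to the deposited values. There camera called up to 18 lists in other splits of the WT hearts.

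The alternatives were pseudocounts of 0.5 and 5, no filter, a stricter filter, quantile normalization and upper-quartile scaling, a fit of the 2 compared groups alone, the replicate number as a block, array weights, a fit without the mean-variance trend, the adjusted p alone, and each heart left out in turn. For the plots, other numbers of genes, linkage and scaling were tried. Physiology, qRT-PCR, metabolomics and human heart samples of the paper were not analysed here. Values of some single genes are not reported here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.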

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

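The test of DNA carried over from the ES cells by gene position and the test of the cassette at Col1a1 were chosen before their results were seen. The tests of pseudogene copies by the position of their parent, the position tests by rank, and the tests of normalization, of other cell types, of exchanged labels and of other splits of the hearts were chosen only after.

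SIRT5OE TAC replicate 3 stood apart from the other SIRT5OE TAC hearts for 10 of the genes tested. A heart was taken to stand apart when its gap to the nearest other heart, as a share of the group's range on the log2 scale, exceeded Dixon's critical value for 4 hearts. This share was 0.845 (365329 against 40060.5 to 56482) for Nppa (normalized counts in brackets), 0.871 (104152 against 14311 to 18469) for Postn and 0.841 (8279 against 1719 to 2207) for Thbs1. For the ECM genes Comp, Thbs4 and Cilp it was 0.842 (8286 against 311 to 523), 0.847 (19200.1 against 1388 to 2078) and 0.896 (26221 against 4627 to 5539). Tgfb2, the ligand, gave 0.862 (3523 against 1146 to 1339). Lower in this heart were Ucp3 with 0.837 (408 against 1447 to 1849), Sdha with 0.871 (59223 against 78252 to 81547) and the macrophage marker Retnla with 0.936 (7.78 against 53.3 to 60.5). Of 222 groups of 4 hearts, from 73 genes and the first principal component, 15 exceeded the critical value where chance gives about 11.1, and 10 of the 15 are this heart.

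In WT TAC replicate 3, Myh7 stood apart on the low side with a share of 0.854 (110035 against 402950.0 to 502995), as did the transcription factor Gata4 with 0.907 (6601 against 8800.0 to 9063). In SIRT5OE TAC replicate 4 it was Icam1, with 0.837 (593 against 814 to 866), and Txnrd1, with 0.845 (3046 against 3552 to 3654). In WT sham replicate 1 it was Comp, with 0.89 (108 against 67 to 70.6).

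For the interaction of genotype and TAC, camera in limma called 15 of 28 lists, while limma called 0 genes (2206 at an unadjusted p under 0.05). No list was called with an estimated correlation (2 at an unadjusted p under 0.05), and fry called 0. Of 100 splits, the real one among them, 15 called as many lists, the highest of the others 22, so chance cannot be excluded for this number.

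Genes outside those the paper discusses were higher in SIRT5OE than in WT sham hearts: the pseudogenes Gm4811, by a fitted 5.00 on the log2 scale, and Gm8494, by a fitted 5.04. The latter depends on the pseudocount, since WT sham hearts are listed at 0. Counting Sirt5, 5 genes separate all 7 SIRT5OE from all 8 WT hearts by over 1 on the log2 scale and 9 at any size, where chance gives a separation of any size in 0.0311% of genes, or 5.19 of 16690. The others of the 5 are Gm5182, a copy of Acaca with 99.2% identity, and Gm28661, a copy of mt-Co2 with 100% identity, both chosen after their values were seen.

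A candidate explanation for these sham differences is DNA of the ES cells' strain kept around the transgene at Col1a1 on chromosome 11. By their own position, 0 of the 2 called genes other than Sirt5 lay within 20 Mb of Col1a1, against 508 of 16424 genes (one-sided Fisher's exact test, p = 1). The bound set for this test was wrong, because both genes are copies of Smarce1 and their own position says nothing on where their reads came from. By the position of the parent, 3 of 21 copies with a parent within 20 Mb of Col1a1 separated the genotypes against 1 of 599 others (one-sided Fisher's exact test, p = 0.000132), yet 0 of 17 did without the copies first noticed (p = 1), and of 16 position tests by rank 3 had p under 0.05, with a smallest p of 0.0095 (adjusted 0.129) and a largest of 0.828. Variants carried with the transgene that send reads of a parent gene to its copy, and an effect of SIRT5 itself, which was not tested, cannot be told apart here, since the copies that show the pattern are those from which it was noticed.

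Col1a1 carries the SIRT5 cassette in its 3' UTR, and it was lower in SIRT5OE TAC than in WT TAC hearts. If the cassette lowered the transcript by itself, Col1a1 relative to Col1a2 and Col3a1 would be lower in sham hearts too. There the difference was 0.0365 on the log2 scale, under the SD of 0.119 between SIRT5OE sham hearts (two-sided exact permutation test, p = 0.629), which argues against a loss that is present without load. After TAC the relative level differed by -0.357 between SIRT5OE and WT hearts (two-sided exact permutation test, p = 0.0286, the smallest possible), so an effect of the cassette that appears under load stays open. An effect of SIRT5 on this collagen is open as well and was not tested.

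More genes differed between the TAC groups (318) than between the sham groups (3). Yet a fit of the 2 groups alone gave 3 and 6, and hearts left out gave 4 to 960 and 1 to 4. Of 35 splits of the TAC hearts, the real one among them, 2 gave as many as 318 (highest other 1039), so chance cannot be excluded. The authors' normalization as the cause is argued against by quantile normalization, which gives every heart the same distribution and again called 318. Whether SIRT5OE TAC hearts hold a smaller share of cells other than cardiomyocytes cannot be told apart from a lower expression of collagens, since the gap between the medians of collagens (-0.837) and endothelial markers (-0.148) was -0.688 with p = 0.143 in a two-sided exact permutation test. The pericyte median differed by -0.0218, and of the most abundant members Col4a1 stood at 63307 ± 13304 (SD, n = 4) in WT TAC and 39649 ± 9644 (SD, n = 4) in SIRT5OE TAC hearts, Fabp4 at 24829 ± 2151 (SD, n = 4) and 27546 ± 2320.3 (SD, n = 4), and Rgs5 at 33775 ± 11046 (SD, n = 4) and 46225 ± 5046 (SD, n = 4). Exchanged labels of SIRT5OE TAC replicate 3 and WT TAC replicate 3 are argued against by Sirt5, at 32511.6 normalized counts in the former and 2033.55 in the latter, so chance, an effect of SIRT5 under load, which was not tested, and the share of cells stay open.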

How the results depend on the processing

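The protein-coding genes alone, the sum of IDs that share a symbol, pseudocounts of 50 and 100 and the genes of Fig. 3B were chosen after seeing the data, as was the pseudocount of 5 for clustering. Sirt5 between the sham groups kept its direction and passed under every alternative run, at 4.21 to 4.28 on the log2 scale with hearts left out. The difference of the TAC groups on the first component was -40.99 to -24.24 with hearts left out, -56.7 with all kept genes, -13.97 with scaled genes, -29.04, -24.71 and -22.8 with pseudocounts of 5, 50 and 100 and -31.61 with protein-coding genes alone. DEGs between WT TAC and WT sham numbered 1582 to 2398 with hearts left out. The other counts moved, and where no construction is named the cause was not tested.

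The count of 3 between the sham groups was 5 with no filter, 1 with the stricter filter, 6 in a fit of the 2 groups alone, 11 with array weights, 1 with protein-coding genes alone, which leaves out both pseudogenes, and 1 to 4 with hearts left out. The 318 between the TAC groups was 84 with no filter, 3 with the 2 groups alone and 21 without the mean-variance trend. It was 1208 at the adjusted p alone and 4 to 960 with hearts left out. The fit of 2 groups alone gave 1791 in WT and 322 in SIRT5OE hearts, near the counts with all hearts. These comparisons do not settle whether fewer hearts account for the 3. Leaving out 1 sham heart already took the 318 to between 162 and 220. Between the TAC groups that fit takes the spread from TAC hearts only. On the first component their SD was 14.6 and 18.3, against 3.59 and 2.36 in sham hearts. The 330 in SIRT5OE hearts was 536 with array weights, 214 without the trend, 831 at the adjusted p alone and 81 to 433 with hearts left out. The 1925 in WT hearts was 5631 at the adjusted p alone. The 277 shared was 174 without the trend, 717 at the adjusted p alone and 72 to 355 with hearts left out. The interaction called 0 genes under every alternative run except hearts left out, which gave 0 to 45. The clade of WT TAC hearts held 0 SIRT5OE TAC hearts, 1 with the top 100 or top 500 genes, with pseudocounts of 5, 50 or 100 or with the genes of Fig. 3B, and 2 with protein-coding genes. With average linkage and with genes not scaled no such clade formed: 13 and 12 of the 15 hearts, with 4 WT sham and 2 SIRT5OE sham hearts among them, stood in 1 clade, and its 4 and 3 SIRT5OE TAC hearts say nothing on likeness to WT TAC hearts. Of the lists over all comparisons, camera called 64, 0 with an estimated correlation and 60 to 68 with hearts left out.

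With the replicate block, DEGs numbered 1 between the sham groups, 210 in SIRT5OE hearts, 11 between the TAC groups and 175 shared, and 1877 in WT hearts, and calls ended for 74 of 192 results on named genes. The 192 pool the comparisons and include values that were not called with all hearts. Such values cannot end, so shares of the 192 understate how often calls ended. What the replicate numbers stand for is not stated: over 21 pairs of hearts with the same number, r across the most variable genes after removing group means was -0.259 to 0.103, 1 pair was over 0.1 and 8 were best with their own number. A block also takes degrees of freedom.

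Over the same 192 results on named genes, calls ended for 2 with a pseudocount of 0.5, 1 with 5, 49 with no filter, 6 with quantile normalization, 1 with upper-quartile scaling, 62 of 181 with the 2 groups alone, 3 with array weights and 70 without the trend, and for 1 of 186 with the stricter filter. Array weights added 8 calls, the 2 groups alone 3 and the stricter filter 2. With IDs that share a symbol summed no call ended, and with protein-coding genes alone none of 190 ended and 1 was added. Direction turned only for values that were not called, with hearts left out: Txnrd1 in SIRT5OE hearts ranged from -0.06789 to 0.01967, the interaction of Acta1 from -0.46 to 0.13 and that of Sod2 from -0.00811 to 0.2407. A repeat with edgeR or DESeq2 on recovered reads was not run, since whole reads were not recovered. Counting error is not known for single genes.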

Differences from the paper's values

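The settings marked as such were chosen after the values were seen; all others were set before the data were examined.

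The first principal component carried 35.8% of the variance here and, in the paper, about 74% in Fig. 3A, read by eye. Of the 18 alternatives set before the data were examined, a pseudocount of 5 came within 1.5 times of the paper's value (55.2%), and the others did not (31.4% to 40.4%). Pseudocounts chosen after seeing the values did as well: 75.5% with 50 and 78.9% with 100. Protein-coding genes alone, also chosen afterwards, gave 47.7%, which is not within 1.5 times. The second component carried 11.3% here and about 7% in the paper's Fig. 3A, read by eye, and no alternative was computed for it.

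The paper states 8 DEGs between the sham groups, and 3 were found here at the thresholds of its methods. Of the alternatives, a fit of the 2 groups alone (6) and array weights (11) fall within 1.5 times of the paper's number, and the others do not. For TAC against sham the paper's numbers are 2606 in WT alone, 177 in SIRT5OE alone and 870 in both, and those found here are 1648, 53 and 277. For WT alone, the alternatives within 1.5 times of the paper's number are no filter (1754), a fit without the mean-variance trend (1754), and the fits without WT TAC replicate 1 (1750) or 3 (2043), SIRT5OE sham replicate 1 (1806) or 3 (1813) or SIRT5OE TAC replicate 3 (1826), and the others are not. For SIRT5OE alone it is array weights (149), and for both it is the adjusted p alone (717), and no others. The paper's methods give a log2 fold change over |1| and its results a fold change of |1|. The former was used here, and which of them its numbers rest on is not stated. A fold change of 1 is no change, so read in that way the latter leaves the adjusted p alone, which gave 3 between the sham groups, 4914 in WT alone, 114 in SIRT5OE alone and 717 in both.

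The paper states that Myh6 rose with TAC; here it fell in WT hearts, with -1.59 (standard error 0.35, adjusted p = 0.00277) from limma, while Nppa and Acta1 rose as the paper states. The paper's text on qRT-PCR gives a decrease of Myh6. The paper places 1 SIRT5OE TAC heart in the clade of the WT TAC hearts, and 0 were found there with 30 genes. The top 100 and top 500 genes give 1, as do the pseudocounts of 5, 50 and 100 and the genes of Fig. 3B, chosen after the values were seen.

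The paper states that the increase of Spp1 and Thbs1 with TAC was significantly mitigated in SIRT5OE mice (Fig. 3C). It names no test for that panel, and its statistics section gives two-way ANOVA with Sidak's correction for several groups. Here the adjusted p from limma between the TAC groups was 0.096 for Spp1 and 0.0672 for Thbs1, adjusted over all kept genes. Both passed without WT TAC replicate 3 or SIRT5OE TAC replicate 3 (adjusted p = 0.00942 to 0.0465 from limma). With all hearts the interaction of genotype and TAC called 0 genes. An adjustment over all kept genes sets another threshold than a test of single genes, so these values do not decide on the paper's statement. Of the 10 genes the paper names as lower under its Fig. 6, 9 passed here, and Fbn1 had adjusted p = 0.0518 from limma. All 9 calls ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4. Fbn1 passed without WT TAC replicate 3 or SIRT5OE TAC replicate 3, with the stricter filter or with array weights (adjusted p = 0.00232 to 0.0474 from limma). Fig. 3B shows Slfn5 higher in SIRT5OE hearts; its values here were -0.09 (standard error 0.15, adjusted p = 1) between the sham groups and 0.30 (standard error 0.14, adjusted p = 0.17) between the TAC groups from limma. A second gene, ENSMUSG00000116267, listed as LT629151.4, has the same description in the deposited values, schlafen 5. It stood at 2.31 ± 2.35 (SD) normalized counts in WT sham, 94.7 ± 187 in WT TAC, 624 ± 556 in SIRT5OE sham and 611 ± 228 in SIRT5OE TAC hearts. Its values were 5.90 (standard error 1.85, adjusted p = 1) between the sham groups and 6.48 (standard error 1.72, adjusted p = 0.0383) between the TAC groups from limma. The latter call ended without WT sham replicate 1 or 2, WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0524 to 0.184 from limma), with the replicate block (adjusted p = 0.0656) or, at 3.38 on the log2 scale, with array weights (adjusted p = 0.385).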

Other observations

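The counts over other splits of the hearts, the counts of list members with a heart left out and the copy of Kpna2 were chosen only after the results were seen.

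Most genes of calcium handling and ion channels fell with TAC in WT hearts. Of 20 genes of calcium handling and ion channels 13 fell and 1 rose (the same when adjusted over the list alone), with adjusted p = 3.67e-05 from camera in limma, and adjusted p = 0.199 with an estimated correlation. In SIRT5OE hearts 1 fell (5 when adjusted over the list alone), with adjusted p = 0.000305 from camera in limma, and adjusted p = 0.327 with an estimated correlation. Of the 20, 6 were higher in SIRT5OE TAC than in WT TAC hearts (12 higher and 1 lower when adjusted over the list alone), with adjusted p = 1.89e-05 from camera in limma, and adjusted p = 0.352 with an estimated correlation. Kcnj3, a channel subunit of the muscarinic potassium current, fell from 4376 ± 272 (SD, n = 4) to 856 ± 627 (SD, n = 4) normalized counts in WT hearts, a log2 fold change of -2.62 (standard error 0.36, adjusted p = 0.000108 from limma). It stood at 2592 ± 855 (SD, n = 4) in SIRT5OE TAC hearts, a log2 difference of 1.79 (standard error 0.36, adjusted p = 0.0281) from WT TAC hearts in limma. Kcnv2, a modifier of voltage-gated potassium channels, fell by 4.34 on the log2 scale in WT (standard error 0.60, adjusted p = 0.000113 from limma) and was higher in SIRT5OE TAC than in WT TAC hearts, at 2.43 (standard error 0.60, adjusted p = 0.0345). The calls of Kcnj3 and Kcnv2 between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, or in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0652 to 0.184 from limma). That of Kcnv2 also ended without SIRT5OE TAC replicate 1, or with no filter on low values (adjusted p = 0.0544 to 0.0673 from limma). The number that fell in SIRT5OE hearts was 0 without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 3 and 2 to 4 without WT TAC replicate 2, 3 or 4 or SIRT5OE TAC replicate 2 or 4. The number higher in SIRT5OE TAC hearts was 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, 1 without SIRT5OE TAC replicate 1, 10 without SIRT5OE TAC replicate 3 and 11 without WT TAC replicate 3.

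Genes of the integrated stress response rose with TAC in WT hearts for 10 of 19 (11 when adjusted over the list alone) and in SIRT5OE hearts for 3 (7 when adjusted over the list alone). The list had adjusted p = 3.67e-05 in WT and 0.000478 in SIRT5OE hearts from camera in limma, and adjusted p = 0.208 and 0.369 with an estimated correlation. Pycr1, an enzyme of proline synthesis, rose in WT by 2.20 (standard error 0.30, adjusted p = 0.000105) on the log2 scale in limma, and had 0.57 (standard error 0.33, adjusted p = 0.321) in SIRT5OE hearts. In SIRT5OE TAC hearts 2 of the 19 were lower than in WT TAC hearts, Gdf15 and Pycr1 (3 when adjusted over the list alone), with adjusted p = 0.00166 from camera in limma, and adjusted p = 0.398 with an estimated correlation. Pycr1 had -1.36 (standard error 0.30, adjusted p = 0.0317) there in limma. The call of Pycr1 between the TAC groups ended without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4, or with no filter on low values, in a fit of the 2 groups alone or without the mean-variance trend (adjusted p = 0.0502 to 0.184 from limma). Those that rose in SIRT5OE hearts numbered 0 without SIRT5OE sham replicate 3, 1 without SIRT5OE sham replicate 1 or 2 or SIRT5OE TAC replicate 3, 5 without WT TAC replicate 3 or 4 and 6 without WT TAC replicate 2. Those lower in SIRT5OE TAC hearts numbered 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 2 or 4, 1 without SIRT5OE TAC replicate 1 and 4 without WT TAC replicate 1.

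Cell cycle genes had a median log2 fold change with TAC of 1.22 in SIRT5OE and 0.11 in WT hearts. In SIRT5OE hearts 1 of 15 rose, Tyms, the thymidylate synthase (11 higher and 1 lower when adjusted over the list alone), with adjusted p = 1.23e-05 from camera in limma, and adjusted p = 0.314 with an estimated correlation and adjusted p = 0.0305 from fry in limma. In WT hearts 1 rose, Tyms as well, and 1 fell (the same when adjusted over the list alone), with adjusted p = 0.78 from camera in limma, and adjusted p = 0.98 with an estimated correlation. Between the TAC groups none passed limma's test and 5 had an unadjusted p under 0.05, with adjusted p = 0.00166 from camera in limma, and adjusted p = 0.398 with an estimated correlation. The interaction had adjusted p = 0.00026 from camera in limma, and adjusted p = 0.419 with an estimated correlation. Tyms had 1.36 (standard error 0.26, adjusted p = 0.000971) in WT and 1.31 (standard error 0.28, adjusted p = 0.0168) in SIRT5OE hearts from limma. The call of Tyms in SIRT5OE hearts ended without SIRT5OE sham replicate 3 or SIRT5OE TAC replicate 3 (adjusted p = 0.0503 to 0.112 from limma). The number of cell cycle genes that rose in SIRT5OE hearts was 0 without SIRT5OE sham replicate 3 or SIRT5OE TAC replicate 3 and 2 to 5 without WT sham replicate 4 or WT TAC replicate 3 or 4. Higher in SIRT5OE TAC than in WT TAC hearts were 1 without SIRT5OE TAC replicate 3 and 7 without WT TAC replicate 3. The 1 that fell in WT hearts became 2 without WT TAC replicate 3.

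Of 14 markers of resident fibroblasts 10 rose and 2 fell in WT (the same when adjusted over the list alone), and 7 rose in SIRT5OE hearts (8 higher and 2 lower when adjusted over the list alone). The list had adjusted p = 0.0017 in WT and 0.000761 in SIRT5OE hearts from camera in limma, and adjusted p = 0.195 and 0.301 with an estimated correlation. Between the TAC groups 1 was higher and 4 lower (the same when adjusted over the list alone), with adjusted p = 0.168 from camera in limma, and adjusted p = 0.478 with an estimated correlation. In SIRT5OE hearts the number that rose was 0 without SIRT5OE sham replicate 3, 1 without SIRT5OE sham replicate 1 and 2 without SIRT5OE sham replicate 2. Lower in SIRT5OE TAC than in WT TAC hearts were 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4 and 2 without WT sham replicate 1 or 2, WT TAC replicate 1 or each SIRT5OE sham heart in turn. Of 15 endothelial markers 1 rose and 1 fell in WT hearts (the same when adjusted over the list alone), with adjusted p = 0.955 from camera in limma, and adjusted p = 0.98 with an estimated correlation. Of 11 markers of pericytes and smooth muscle 3 rose and 2 fell in WT and 1 rose in SIRT5OE hearts (3 and 3, and 1, when adjusted over the list alone), with adjusted p = 0.955 in WT and 0.466 in SIRT5OE hearts from camera in limma, and adjusted p = 0.98 and 0.703 with an estimated correlation. Between the TAC groups 1 was lower (1 higher and 2 lower when adjusted over the list alone), with adjusted p = 0.677 from camera in limma, and adjusted p = 0.851 with an estimated correlation. Pericyte markers that rose in SIRT5OE hearts numbered 0 without each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1 or 3. Those lower in SIRT5OE TAC hearts numbered 0 without WT TAC replicate 2 or 4 or SIRT5OE TAC replicate 1, 2 or 4 and 2 without WT TAC replicate 3. None was called higher there with all hearts, 4 were without WT TAC replicate 3 and 2 without SIRT5OE TAC replicate 3. Pericyte markers that fell in WT hearts numbered 1 without WT sham replicate 2 or 4 or WT TAC replicate 2 or 4 and 4 without WT TAC replicate 1. Endothelial markers that fell in WT hearts numbered 0 without WT sham replicate 1, 2 or 4 or WT TAC replicate 2. Those that rose in WT hearts numbered 2 without WT TAC replicate 3. Resident fibroblast markers that fell in WT hearts numbered 1 without each WT sham heart in turn or WT TAC replicate 1, 2 or 3. Those higher in SIRT5OE TAC hearts numbered 0 without WT sham replicate 1 or 2, WT TAC replicate 2 or 4, SIRT5OE sham replicate 2 or 3 or SIRT5OE TAC replicate 1, 2 or 4.

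Of 5 atrial genes measured, which include Nppa, 2 rose and 1 fell in WT and 2 rose in SIRT5OE hearts (2 and 1 in each when adjusted over the list alone), with adjusted p = 0.281 in WT and 0.414 in SIRT5OE hearts from camera in limma, and adjusted p = 0.536 and 0.65 with an estimated correlation. Between the TAC groups 1 was lower (1 higher and 2 lower when adjusted over the list alone), with adjusted p = 0.638 from camera in limma, and adjusted p = 0.773 with an estimated correlation. Atrial genes that rose in SIRT5OE hearts numbered 1 without SIRT5OE sham replicate 1 or 3. Atrial genes lower in SIRT5OE TAC hearts numbered 0 without each WT sham heart in turn, WT TAC replicate 1, 2 or 4, each SIRT5OE sham heart in turn or SIRT5OE TAC replicate 1, 2 or 4 and 2 without WT TAC replicate 3 or SIRT5OE TAC replicate 3. Of 6 genes of red blood cells, 2 of adipocytes and 16 of lymphocytes, none passed limma's test with TAC in either genotype. At an unadjusted p under 0.05 there was 1 of lymphocytes in SIRT5OE hearts and otherwise 0.

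Kpna2, a nuclear import receptor, and its processed copy Gm10184, both chosen after their values were seen, split the WT sham hearts. Gm10184 stood at 19.1, 3426, 0 and 3575 normalized counts in WT sham replicates 1 to 4, at 0 to 14 in WT TAC hearts and at 3116 to 4723 in SIRT5OE hearts. Kpna2 stood at 3091, 1378, 3242 and 1396 in the same WT sham hearts, at 2906 to 3738 in WT TAC hearts and at 1219.6 to 1706 in SIRT5OE hearts. Kpna2 lies on chromosome 11 from 106988629 to 106999541, within 20 Mb of Col1a1, and Gm10184 on chromosome 17 from 89908462 to 89910449, with 99.9% identity to Kpna2. Between the TAC groups Gm10184 had 11.07 (standard error 1.89, adjusted p = 0.0226) and Kpna2 -1.14 (standard error 0.24, adjusted p = 0.0289) from limma. Both calls ended without WT TAC replicate 2 or SIRT5OE TAC replicate 2 or 4, or without the mean-variance trend (adjusted p = 0.0583 to 0.106 from limma), and that of Kpna2 also without WT TAC replicate 4 or SIRT5OE TAC replicate 1 (0.0517 to 0.0815) and with the replicate block (0.0606). In WT sham replicates 2 and 4 both genes stand at values of SIRT5OE hearts, so their split does not follow the transgene, which bears on the DNA around Col1a1 weighed for the sham differences. Its cause was not tested here.

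Counts of DEGs were compared with those of other splits of the same hearts into groups of the same sizes. The real split is included in each number of splits. In WT hearts, 1 of 35 splits gave as many DEGs as the real 1925 (highest other 1), in SIRT5OE hearts 1 of 35 as many as 330 (highest other 48), and for the shared DEGs 1 of 100 as many as 277 (highest other 0). For these counts the share lay under 0.05 and is the smallest that the number of splits allows. The tests of splits were not adjusted for their number, so this speaks against chance without excluding it. Between the sham groups 1 of 35 splits gave as many as 3 (highest other 0), but Sirt5 is overexpressed by design, so the real split has to call it and this count says nothing on chance. In a fit without Sirt5, a test added after the calls were seen, 1 of 35 gave as many as the 2 others (highest other 0). A single gene would have reached that share and both are copies of Smarce1, so this speaks against chance at most for the presence of a call, not for the number. Both calls ended without each SIRT5OE sham heart in turn. Between the TAC groups 2 of 35 splits gave as many as 318, and the highest other, 1039, came from exchanging WT TAC replicate 3 with SIRT5OE TAC replicate 3. Chance cannot be excluded at that share, and a split that calls several times the real count points to a structure of the hearts. For the interaction the real count was 0, which any split reaches, so the comparison says nothing on chance. The highest other split gave 1099. For gene lists called by camera, as many were called in 29 of 35 splits between the sham groups (real 1, highest other 7), in 11 of 35 in WT hearts (16, highest other 18), in 2 of 35 in SIRT5OE hearts (16, highest other 16) and in 6 of 35 between the TAC groups (16, highest other 17), so chance cannot be excluded for the number of lists.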
